# Gene expression signature of cerebellar hypoplasia in a mouse model of Down syndrome during postnatal development

**DOI:** 10.1186/1471-2164-10-138

**Published:** 2009-03-30

**Authors:** Julien Laffaire, Isabelle Rivals, Luce Dauphinot, Fabien Pasteau, Rosine Wehrle, Benoit Larrat, Tania Vitalis, Randal X Moldrich, Jean Rossier, Ralph Sinkus, Yann Herault, Isabelle Dusart, Marie-Claude Potier

## Abstract

**Background:**

Down syndrome is a chromosomal disorder caused by the presence of three copies of chromosome 21. The mechanisms by which this aneuploidy produces the complex and variable phenotype observed in people with Down syndrome are still under discussion. Recent studies have demonstrated an increased transcript level of the three-copy genes with some dosage compensation or amplification for a subset of them. The impact of this gene dosage effect on the whole transcriptome is still debated and longitudinal studies assessing the variability among samples, tissues and developmental stages are needed.

**Results:**

We thus designed a large scale gene expression study in mice (the Ts1Cje Down syndrome mouse model) in which we could measure the effects of trisomy 21 on a large number of samples (74 in total) in a tissue that is affected in Down syndrome (the cerebellum) and where we could quantify the defect during postnatal development in order to correlate gene expression changes to the phenotype observed. Statistical analysis of microarray data revealed a major gene dosage effect: for the three-copy genes as well as for a 2 Mb segment from mouse chromosome 12 that we show for the first time as being deleted in the Ts1Cje mice. This gene dosage effect impacts moderately on the expression of euploid genes (2.4 to 7.5% differentially expressed). Only 13 genes were significantly dysregulated in Ts1Cje mice at all four postnatal development stages studied from birth to 10 days after birth, and among them are 6 three-copy genes. The decrease in granule cell proliferation demonstrated in newborn Ts1Cje cerebellum was correlated with a major gene dosage effect on the transcriptome in dissected cerebellar external granule cell layer.

**Conclusion:**

High throughput gene expression analysis in the cerebellum of a large number of samples of Ts1Cje and euploid mice has revealed a prevailing gene dosage effect on triplicated genes. Moreover using an enriched cell population that is thought responsible for the cerebellar hypoplasia in Down syndrome, a global destabilization of gene expression was not detected. Altogether these results strongly suggest that the three-copy genes are directly responsible for the phenotype present in cerebellum. We provide here a short list of candidate genes.

## Background

Down syndrome (DS) results from the presence in three copies of human chromosome 21, the smallest human autosome containing about 350 known protein-coding genes [1-4]. The mechanisms by which this aneuploidy produces the complex and variable phenotype observed in DS patients are still under discussion.

The use of large scale gene expression methods such as microarrays were expected to shed light on which genes (within or outside chromosome 21) contribute to the DS phenotype as well as to the phenotypic variability.

For the genes on chromosome 21, all studies have confirmed a general increase of transcription following the chromosomal imbalance, or "primary gene dosage effect". RNA samples prepared from cells or tissues of DS patients or mouse models showed a global over-expression of the three-copy genes [5-15]. However, even if the mean over-expression was generally reported to be close to the expected value of 1.5, recent studies in DS cell lines have reported that about 70% of the three-copy genes were significantly below the 1.5 ratio. In these particular cell lines at least, a large proportion of the chromosome 21 transcripts were compensated for the primary gene dosage effect [6,16].

As for non-chromosome 21 genes, results are less consistent. The aneuploidy of an entire chromosome could affect the expression of either a limited number genes or a large number in a more random and extensive way [9,13]. This question is still debated and more comprehensive studies assessing the variability among samples, tissues and development stages are needed.

We thus designed a large scale gene expression study in which we could measure the effects of trisomy 21 on a large number of samples in a tissue that is affected in DS where we could quantify the defect during postnatal development in order to correlate gene expression changes with the phenotype observed.

The Ts1Cje mouse model of DS is a segmental trisomy of mouse chromosome 16 with many genes orthologous to human chromosome 21 present in three copies (about 95). This mouse model has the advantage of being available as large colonies of mice on B6C3SnF1/Orl mixed genetic background and rapidly screened [17]. We focused our study on cerebellum since adult Ts1Cje mice show a reduction in cerebellar volume that parallel the observations in DS patients and in another mouse model of DS (Ts65Dn mice) [18,19]. The reduced size of the cerebellum and the reduced cerebellar granule cell number in Ts65Dn adults originate around birth because of a defect in granule cell precursor proliferation [20]. In the present study four early postnatal time points that are crucial for cerebellar development were investigated which could provide a read-out of genes involved in cerebellar hypoplasia in DS. These four time points correspond to birth (P0) and postnatal days 3 (P3), 7 (P7) and 10 (P10). During this time period granule cells proliferate and migrate from the external to the internal granule cell layer and Purkinje cells start differentiating and growing their highly dense dendritic tree. We quantified the proliferation of granule cell precursors on fixed cerebellum slices of Ts1Cje and euploid mice at P0, P3 and P7 using immunohistochemistry and histology. A significant 30% decrease of their mitotic index was observed at P0 but not at P3 and P7, in agreement with the results obtained in Ts65Dn mice [20]. Finally and in order to find gene expression variations in granule cell precursor rich cerebellar regions, external granule cell layers of newborn Ts1Cje and euploid mice were dissected and analyzed on microarrays.

## Results

### The cerebellar volume in Ts1Cje adult mice is reduced

Using magnetic resonance imaging (MRI) we measured the volumes of whole brain and cerebellum of six male adult Ts1Cje and nine euploid littermates with a very high-resolution of 100 *μ*m (see Additional file 1). Total brain volumes were not different between trisomic and euploid mice (Table 1). However we found a significant 16% decrease in the cerebellum volume of Ts1Cje mice as compared to euploids (*p *= 0.028; two-sided *t*-test).

**Table 1:** Cerebellar size in adult Ts1Cje and euploid mice.

	Brain	Cb	normalized Cb
Euploid (n = 9)	599 ± 24.2	68 ± 7.1	0.114 ± 0.013
Ts1Cje (n = 6)	608 ± 20.4	57 ± 7.3	0.094 ± 0.014
Volume ratio	102%	84%	83%
*p*-value (two sided *t*-test)	0.47	0.028	0.028

Average volumes are given in cubic mm; Cb = cerebellum; brain volume includes Cb. Normalized Cb refers to the Cb volume divided by the total brain volume.

### Granule cell proliferation is decreased in newborn Ts1Cje mice

Granule cell proliferation was measured in the cerebellum of Ts1Cje and euploid mice at P0, P3 and P7 at a time when granule cell precursors proliferate in the external granule cell layer. Cryostat sections of cerebellar cortex were immunostained using an antibody against Ki67 (in brown on Figure 1A), a specific cellular proliferation marker [21]. Mitotic index was calculated as the number of Ki67-positive cells divided by the total cell number determined by Cresyl violet counterstaining. We observed a significant 32.6% reduction of the mitotic index in the external granule cell layer of Ts1Cje mice at P0 (*p *< 0.001; two-sided *t*-test) but not at P3 and P7 (Figure 1B). This result is similar to the 22% decrease found in the cerebellum of Ts65Dn mice at birth but not at P6 using hematoxylin and cresyl violet stainings [20]. Altogether these data suggest a similar early event occurring around birth that affects granule cell proliferation in the cerebellum of Ts1Cje and Ts65Dn mice. We did not observe any change in the number of pyknotic nuclei between Ts1Cje and euploid mice (data not shown).

**Figure 1:**
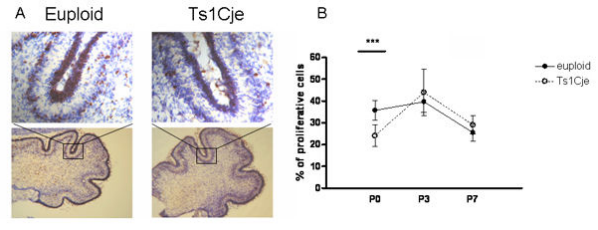
**Proliferation of granule cells in the cerebellum of Ts1Cje and euploid mice during postnatal development**. (A) Ki-67 immunoreactivity (brown) over Cresyl violet coloration (blue) in P0 cerebellar sections from Ts1Cje and euploid mice. (B)Index of proliferation in the external granule cell layer of the cerebellum shows a significant 32.6% decrease in Ts1Cje mice as compared to euploids at P0 (***p < 0.001; *t*-test). Index of proliferation corresponds to the number of Ki67 positive cells divided by the total number of cells as determined using Cresyl violet counterstaining. n = 4 for each condition.

### Gene expression changes in the cerebellum of Ts1Cje and wild type mice between P0 and P10

In order to find genes or pathways involved in the cerebellar hypoplasia, we analyzed gene expression in the cerebellum of Ts1Cje and euploid mice at P0, P3, P7 and P10 using pangenomic two-color microarrays containing 25 344 probes representing approximately 15 574 mouse genes. The main objective was to detect differentially expressed genes between Ts1Cje and euploid samples. Thus we hybridized Ts1Cje versus euploid samples at each postnatal developmental stage (four experiments at each time point using a total of 16 Ts1Cje and 16 euploid mice). In order to estimate the impact of postnatal development on gene expression while still evaluating the difference between Ts1Cje and euploid samples with a minimum of experiments, we performed an additional series of comparisons between Ts1Cje and euploid samples at two successive stages (four experiments P0 versus P3, P3 versus P7 and P7 versus P10 using a total of 12 Ts1Cje and 12 euploid mice) (see Additional file 2). Fifty-six samples from individual cerebella were hybridized on 28 microarrays. To detect genes differentially expressed during cerebellar postnatal development and/or in Ts1Cje mice, we performed an analysis of variance (ANOVA) with two factors: the postnatal developmental stage (P0, P3, P7 or P10) and the genotype (Ts1Cje or euploid)(Table 2). In addition we compared the expression of 22 previously selected genes in Ts1cje and euploid samples at P0 using quantitative real-time PCR (qPCR).

**Table 2:** ANOVA parameters of gene expression levels.

	P0	P3	P7	P10
Euploid	*μ*	*μ *+ *α*3	*μ *+ *α*7	*μ *+ *α*10
Ts1Cje	*μ *+ *β*0	*μ *+ *α*3 + *β*3	*μ *+ *α*7 + *β*7	*μ *+ *α*10 + *β*10

Our model considers the effects of 2 factors: the development (*α*_*i *_parameters) and the trisomy effect (*β*_*i *_parameters). *μ *represent the mean gene expression.

#### Effect of trisomy on gene expression at P0, P3, P7 and P10

In Ts1Cje mice at P0, P3, P7 and P10, between 372 and 1164 genes were found to be significantly differentially expressed (*p *< 0.05; summarized in Table 3; see Additional file 3). The differentially expressed genes represented between 2.4% to 7.5% of the expressed genes present on the microarray. These results indicate that trisomy does not lead to a significant global change in gene expression during early cerebellar postnatal development.

**Table 3:** Number of differentially expressed genes in the postnatal cerebellum of Ts1Cje mice.

	Trisomy effect				Developmental effect		
	P0	P3	P7	P10	P0 → P3	P0 → P7	P0 → P10
Expressed genes	15458	15552	15574	15463	15368	15565	14208
2 N differentially expressed genes	824	1164	372	532	1476	1930	1592
3 N differentially expressed genes	11	13	12	11	4	3	2

Number of differentially expressed genes in Ts1Cje mice at P0, P3, P7 and P10 (Trisomy effect) and during normal cerebelelar development P0–P3, P0–P7 and P0–P10 (Developmental effect) obtained by ANOVA(*α *= 5%).

We then listed genes that were dysregulated in Ts1Cje cerebella at all four postnatal development stages studied and found only 13, with 12 up-regulated genes (Table 4 and see Additional file 4). Among them, 6 are triplicated genes. One of them, Son or 'Son cell proliferation protein', had been previously reported as a candidate gene for DS cerebellar phenotype [8].

**Table 4:** List of genes differentially expressed at P0, P3, P7 and P10 in the cerebellum of Ts1Cje mice as compared to euploids.

Symbol	P0	P3	P7	P10	Name	Gene Ontology
*1700021N20Rik*	0.79	1.43	0.71	0.75	RIKEN cDNA 1700021N20	
***Atp5o***	**1.27**	**1.26**	**1.59**	**1.46**	**ATP synthase, H+ trans- porting, mitochondrial F1 complex, O subunit**	**hydrogen-transporting ATP synthase activity; mitochondrion; catalytic core F(1); ion transport; metal ion binding**
*Bpil3*	1.19	1.24	1.25	1.23	bactericidal/permeability- increasing protein-like 3	lipid binding
*Dnahc11*	2.42	2.63	3.94	3.02	dynein, axonemal, heavy chain 11	axonemal dynein complex; cilium;determination of left/right symmetry; microtubule motor activity
*Hspy2l*	1.40	1.29	1.44	1.46		protein folding; DNA bind ing;transcription; nucleus
***Ifngr2***	**1.26**	**1.51**	**1.28**	**1.47**	**interferon gamma receptor 2**	**receptor activity**
***Girk2***	**1.21**	**1.40**	**1.31**	**1.30**	**potassium inwardly- rectifying channel, sub- family J, member 6**	**G-protein activated inward rectifier potassium channel activity; integral to plasma membrane; potassium ion transport; voltage-gated ion channel activity**
*March1*	1.40	1.23	1.36	1.37	membrane-associated ring finger (C3HC4) 1	ubiquitin cycle; zinc ion binding
***Pcp4***	**1.50**	**1.41**	**1.70**	**1.53**	**Purkinje cell protein 4**	**calcium ion binding**
*Phtf1*	1.60	1.26	1.40	1.37	putative homeodomain transcription factor 1	DNA binding, transcription factor activity; nucleus
***Sod1***	**1.56**	**1.43**	**1.89**	**1.64**	**superoxide dismutase 1, soluble**	**removal of superoxide radicals;response to oxidative stress; copper, zinc superoxide dismutase activity;mitochondrion; DNA fragmentation during apoptosis; activation of MAPK activity**
***Son***	**1.32**	**1.48**	**1.60**	**1.53**	**Son cell proliferation pro tein**	**protein binding; intracellular; DNA binding;double-stranded RNA binding; nucleus**
*V1ri10*	1.37	1.30	1.56	1.46	vomeronasal 1 receptor, I10	pheromone receptor activity; integral to plasma membrane

All ratios have a *p*-value < 0.05 (ANOVA). In bold are three-copy genes.

#### Effect of development (10 days postnatally) on gene expression

Between P0 and P3, P0 and P7 and P0 and P10, the following number of genes were differentially expressed, respectively, 1476, 1930 and 1592, representing about 9.6 to 12.4% of expressed genes (Table 3). These results demonstrate that postnatal development impacts on the expression of a greater number of genes than trisomy does, as already seen in previous analysis [10].

#### Combined effects of trisomy and postnatal development

A high proportion of genes whose expression is regulated during cerebellar postnatal development were also differentially expressed in Ts1Cje mice at least at one time point (1187 genes). Among these, 3 are triplicated genes: *Girk2*, *Olig1 *and *Dscam *(Table 5). *Girk2 *is the only triplicated gene differentially expressed during cerebellar postnatal development and constantly over-expressed in Ts1Cje mice between P0 and P10. *Girk2*, also know as *Kcnj6*, is a voltage-gated potassium channel mainly expressed in granule cells of the cerebellum [22]. A point mutation of *Girk2 *in Weaver mice (wv) leads to granule cell degeneration [23]. *Olig1 *is a transcription factor involved in neuron fate commitment [24] and *Dscam *is a cell-surface receptor implicated in cell adhesion [25].

**Table 5:** List of three-copy genes overexpressed in Ts1Cje mice and differentially expressed during cerebellar development.

	Trisomy effect				Developmental effect		
	P0	P3	P7	P10	P0 → P3	P0 → P7	P0 → P10
Girk2	1.21	1.40	1.31	1.29	1.50	3.31	3.11
Olig1	1.47	ns	1.34	ns	1.88	ns	ns
Dscam	ns	1.41	ns	ns	0.76	ns	ns

Expression ratio between trisomic and euploid mice (trisomy effect) and betwen two time points (development effect). (ANOVA, *α *= 5%). NS: not significant.

#### Effect of trisomy on the expression of genes involved in neuron proliferation

In order to identify specific pathways involved in cerebellar postnatal development and disrupted in Ts1Cje mice, we performed qPCR experiments on a selection of genes using the cerebellum of 6 Ts1Cje mice and 6 euploid mice from three litters at birth. The list contained 22 genes belonging to pathways involved in cell proliferation and differentiation of the cerebellum or directly in the DS cerebellar phenotype [26]: the Notch signalling pathway [27], *Numb *[28], *Gli1*, *Gli2 *and *Ptch1 *involved in the Shh signaling pathway [29], *Nfat1 *and *Nfat5 *[30] and *Rcan1 *[31] regulating Ca^2+ ^signalling and *Son *and *Hmgn1*, two triplicated genes that have been proposed to be candidate genes for the cerebellar phenotype [8]. Expression ratios between Ts1Cje and euploid cerebellum are shown in Figure 2. The six triplicated genes tested were significantly over-expressed with a mean ratio greater than 1.5. Surprisingly, of the 16 euploid genes tested, 2 were found to be slightly but significantly over-expressed: *Shh *(mean ratio = 1.16) and its receptor *Ptch1 *(mean ratio = 1.08).

**Figure 2:**
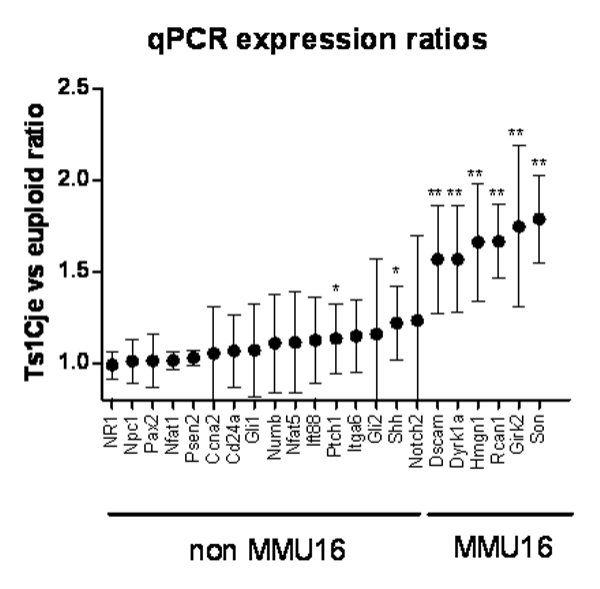
**qPCR gene expression ratio of candidate genes between Ts1Cje and euploid cerebella at P0**. Difference in expression of 22 genes, including 6 from Mmu16, between cerebella of 6 Ts1Cje and 6 euploid mice at P0 using real-time qPCR. Genes are ordered on the x axis according to their expression ratio. (*p < 0.05 and **p < 0.01; *t*-test).

### Major primary effect of trisomy exists in the external granule cell layer

In order to find gene expression variations in specific regions of the cerebellum where proliferation is impaired in Ts1Cje mice, external granule cell layers of 9 newborn Ts1Cje and 9 euploid mice from three litters were dissected and analyzed individually on microarrays. 

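The external granule cell layer lies at the surface of the newborn cerebellum and holds the proliferating precursors of the granule cells. It was dissected at birth (P0) from 9 Ts1Cje and 9 euploid mice, and each layer was measured on 1 array, so that every value stands for a single mouse. The mice came from 3 litters, and each litter gave 3 Ts1Cje and 3 euploid mice. The 6 layers of a litter were hybridized on 1 slide, so that litter and slide cannot be told apart. RNA of each layer was converted to biotinylated cRNA and hybridized to Illumina bead arrays, on which the signal of a probe is the mean over its beads. The authors normalized the signals by the mean signals of the 18 arrays and deposited log2 values of 46632 probes. The mean log2 signal was 6.69 on every array, and the SD of the log2 signals lay between 1.46 and 1.63. The number of arrays limits the precision of the values. Of the 46632 probes, 29976 carried 1 gene symbol in the annotation of the array, 10 carried several and 16646 were unnamed here. The detection p-values by which the authors filtered the probes were not used here. Instead, the probes with the highest mean log2 signal were tested, as many as the expressed genes that the paper counts, and the dimmest of them had a mean of 7.14. They covered 7142 named genes, each taken from its brightest probe, and 27 of the 58 three-copy genes that the study lists were among them. Ratios (Ts1Cje/euploid) were computed from differences of mean log2 signals. Genotypes were compared with limma without a term for litter, two-sided, with Benjamini-Hochberg adjustment over the probes tested. Single values were compared by an exact permutation test over the 48620 ways of choosing 9 of the 18 mice, two-sided, whose smallest p is 4.1e-05. The labels of 2 euploid arrays of litter 2 name cerebellum as their source, while their tissue field and the paper give the external granule cell layer, and both were kept.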

We used Illumina pangenomic microarrays containing more than 45 200 transcripts corresponding to about 19 100 genes. Gene expression data were analyzed using *t*-test (*α *= 5%). 

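The named gene with the highest ratio (Ts1Cje/euploid) among the tested probes at an unadjusted p under 0.05 was Dcn, and the one with the lowest was Kbtbd11; both were chosen after their values were seen. Dcn encodes decorin, a proteoglycan of connective tissue that is also made by the meninges covering the layer. Its ratio was 3.12 (log2 fold change 1.64, standard error 0.73, adjusted p = 0.998 from limma), and 3 of 9 Ts1Cje mice lay above every euploid mouse; the log2 fold changes in the 3 litters were 0.49, 1.96 and 2.48, and with background subtraction, chosen after the values were seen, the log2 fold change was 2.61. Kbtbd11 had a ratio of 0.440 (log2 fold change -1.19, standard error 0.35, adjusted p = 0.428), and 5 of 9 Ts1Cje mice lay below every euploid mouse; 1 euploid mouse of litter 1 lay apart from its group, at 7.23 against 8.86 to 9.37. A probe unnamed here had the highest ratio of all, 8.27 (adjusted p = 0.0617 from limma), over a euploid mean of 5.79, which lies under the dimmest mean tested, so that the size of the ratio is uncertain; the highest ratio was 17.2 with the methods' t-test before log2 and 4.28 with background subtraction. Its log2 signal was 10.01 to 11.30 in 6 Ts1Cje mice and 5.63 to 5.82 in the other 3, against 5.63 to 6.06 in the euploid mice. At an unadjusted p under 0.05, 446 of the probes tested (3.95%) differed between the genotypes, 349 of them higher and 97 lower in Ts1Cje. With independent arrays and no change, 565 would pass. Arrays of 1 litter resemble each other and this fit leaves litter out, so 565 is not the count that chance gives here. Over 100 random splits of the mice, 17 of which kept the litters balanced, the median of those other than the real one was 447. The methods' t-test on the signals before log2 gave 443 probes, 315 higher and 128 lower. With litter as a block, 806 probes passed, 627 higher and 179 lower. The balance of higher and lower probes depended on the scaling: quantile normalization gave 287 higher and 490 lower probes, and scaling by the median 310 higher and 444 lower. Without litter 2 the test gave 217 higher and 225 lower probes, and without the 2 euploid arrays of smallest spread, left out after the values were seen, 169 higher and 401 lower.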

Of the 11 305 expressed genes only 4% (479 genes) were found to be significantly differentially expressed, with ratios between 0.44 and 2.06. This low percentage was similar to those observed in the entire cerebellum at P0, P3, P7 and P10. 

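The 27 three-copy genes tested in the external granule cell layer include Dyrk1a, which encodes a protein kinase, Rcan1, which encodes an inhibitor of calcineurin, and Sod1, which encodes a superoxide dismutase. Their mean ratio (Ts1Cje/euploid) was 1.37 ± 0.107 (SD over genes). The 7115 genes tested outside the trisomic segment had a mean ratio of 1.01 ± 0.0902 (SD over genes). Sod1 was the only three-copy gene whose brightest probe did not exceed a ratio of 1, and the other 26 had a mean ratio of 1.39 ± 0.0753. Per mouse, the mean log2 signal of the three-copy genes was 0.45 higher in Ts1Cje than in euploid mice, with an SD of 0.086 in Ts1Cje and 0.13 in euploid mice. All 9 Ts1Cje mice lay above every euploid mouse (exact permutation test, p = 4.1e-05, the smallest p it can give). Within the 3 litters the mean ratio of these genes was 1.30, 1.46 and 1.35. For the genes outside the segment the difference was 0.012 on the log2 scale (exact permutation test, p = 0.781), and the ratios within the litters were 0.967, 1.05 and 1.01.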

As shown on Figure 3A, the distribution of expression ratios for euploid genes was approximately 1.0 (1.02 ± 0.08) while the distribution of the three-copy genes was shifted towards higher values corresponding to the gene dosage effect (1.38 ± 0.11). Figure 4 shows the mean expression ratios for each individual chromosome. 

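The 27 genes tested in the three-copy segment of Mmu16 had a higher mean signal in every Ts1Cje mouse than in any euploid mouse, and no other chromosome passed the test. Of the other 20 chromosomes and chromosome parts, Mmu13 had the lowest mean ratio, 0.995, and Mmu18 the highest, 1.02. The 197 genes tested on the rest of Mmu16 had a mean ratio of 1.01 ± 0.0784 (SD over genes). Among them are genes just proximal of the segment, such as App, which encodes the amyloid precursor protein, and Tiam1, which encodes an activator of Rac. App had a ratio of 1.07 (log2 fold change 0.093, standard error 0.083, adjusted p = 0.998 from limma), and Tiam1 a ratio of 1.06 (log2 fold change 0.090, standard error 0.083). Of 7 such two-copy genes of Mmu16 tested, 0 passed limma at an adjusted p under 0.05, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05, and the methods' t-test gave 0 as well; their median log2 fold change was 0.0084 (adjusted p = 0.878 from camera). Mean log2 signals per mouse were compared for each chromosome by an exact permutation test with Benjamini-Hochberg adjustment over the chromosomes. The three-copy segment had an adjusted p of 8.6e-04, with 9 of 9 Ts1Cje mice above every euploid mouse, and each of the others had an adjusted p of 0.997. For the proximal part of Mmu16, the unadjusted exact p was 0.814.

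**Figure D1:**
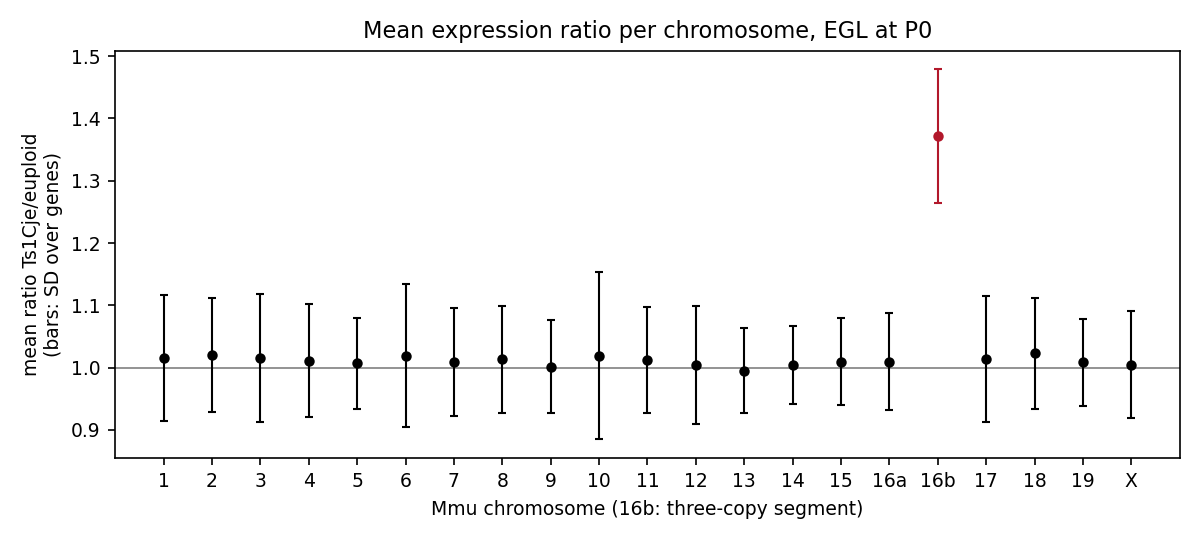
Mean ratio (Ts1Cje/euploid) of the genes tested on each mouse chromosome, with bars for the SD over genes; 16a is the two-copy part of Mmu16 and 16b, in red, the three-copy segment. The three-copy segment stands at 1.37 and the other chromosomes lie between 0.995 and 1.02.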

Only the part of Mmu16 present in three copies in Ts1Cje (noted as MMU16b) gave a mean expression ratio that was significantly different from 1.0 (*p *< 0.001; *t*-test). 

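The log2 fold changes of the 27 three-copy genes had an SD of 0.12, close to the 0.11 of the 7115 genes tested outside the segment. Sod1, an antioxidant enzyme, lay apart from the other members of the segment, and without it the SD was 0.077. Across the other chromosomes the SD lay between 0.092 on Mmu14 and 0.14 on Mmu12, which carries Cdca7l, Sp4 and Dlk1. Between mice of 1 genotype, the median SD of a three-copy gene was 0.16 in Ts1Cje and 0.19 in euploid mice, and 9 of the 27 genes varied more in Ts1Cje. Of the genes outside the segment, 2605 of 7115 varied more in Ts1Cje, with median SDs of 0.16 and 0.18. In 10000 random sets of 27 genes with similar mean signals from outside the segment, the SD of the log2 fold changes had a median of 0.085, and 11.8% of the sets had a larger SD than the three-copy genes.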

No difference was observed in the expression ratio variances, particularly between the MMU16b and all other chromosomes. The distributions of *p*-values were also very different for the euploid and the three-copy genes. For the euploid genes the *p*-value distribution was uniform indicating that very few genes were differentially expressed. However for the three-copy genes, all *p*-values were below 0.05 with a higher proportion under 0.01. 

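Outside the trisomic segment, 253 of 7115 genes tested (3.56%) had an unadjusted p under 0.05 in limma and 52 (0.731%) a p under 0.01, and 52.8% of the genes had a p above 0.5. After adjustment 4 of these genes passed, and 19 passed with litter as a block. Among those that passed only with the block are markers of other cell types of the layer. Vwf, which encodes von Willebrand factor of endothelial cells, had a ratio of 1.44 (log2 fold change 0.52, standard error 0.19, adjusted p = 0.869 without and 0.0198 with the block), with 4 of 9 Ts1Cje mice above every euploid mouse and log2 fold changes of 0.77, 0.36 and 0.44 in the 3 litters. Aqp4, the main water channel of astrocytes, had a ratio of 1.57 (log2 fold change 0.65, standard error 0.26, adjusted p = 0.998 without and 0.00154 with the block), with 3 of 9 Ts1Cje mice above every euploid mouse and 0.59, 0.62 and 0.75 in the litters. Markers of endothelial cells had a median log2 fold change of 0.38 over the 11 tested (adjusted p = 5.3e-10 from camera), with adjusted p = 0.190 with an estimated correlation and 0.0345 with that and the block. Astroglial markers had a median of 0.14 over 11 tested (adjusted p = 0.00566 from camera), with adjusted p = 0.583 with an estimated correlation. With the block, the unadjusted counts outside the segment were 449 genes (6.31%) under 0.05 and 155 (2.18%) under 0.01, and 47.3% lay above 0.5.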

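Of the 27 three-copy genes tested, 26 had an unadjusted p under 0.05 in limma and 25 (92.6%) a p under 0.01. The exceptions at 0.01 were Olig1, a transcription factor of the oligodendrocyte lineage, and Sod1. Olig1 had a ratio of 1.37 (log2 fold change 0.46, standard error 0.19; exact permutation test, p = 0.0495), 3 of 9 Ts1Cje mice lay above every euploid mouse, and the log2 fold changes in the 3 litters were 0.14, 0.59 and 0.64. Other markers of the oligodendrocyte lineage, without Olig1 and Olig2, had a median log2 fold change of 0.12 over the 9 tested (adjusted p = 0.00164 from camera), with adjusted p = 0.238 with an estimated correlation and 0.152 with the 8000 brightest probes. For Sod1 the exact permutation test gave p = 0.800.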

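With each three-copy gene taken from its brightest probe, the largest ratios (Ts1Cje/euploid) after Kcnj6 were those of Mis18a, a factor needed to load the centromeric histone, at 1.50, Ets2, a transcription factor, at 1.49, and Dscam, a cell adhesion molecule of neurons, at 1.47 among the genes past an adjusted p of 0.05 from limma. Mis18a had a log2 fold change of 0.59 (standard error 0.11, adjusted p = 0.0108), with 7 of 9 Ts1Cje mice above every euploid mouse. For Ets2 the log2 fold change was 0.58 (standard error 0.10, adjusted p = 0.00597, 5 of 9 mice above), and for Dscam 0.55 (standard error 0.10, adjusted p = 0.00876, 7 of 9 above). Dyrk1a had a log2 fold change of 0.44 (standard error 0.068, adjusted p = 0.00232) and Rcan1 of 0.45 (standard error 0.070, adjusted p = 0.00219), and for both 9 of 9 Ts1Cje mice lay above every euploid mouse. Mis18a did not pass without litter 2 (adjusted p = 0.889) or without the euploid arrays whose labels name cerebellum (0.0545), Ets2 and Dscam without litter 1 (0.0969 and 0.259) or 2 (0.200 and 0.230), and Dyrk1a and Rcan1 without litter 2 (0.109 and 0.144) or 3 (0.166 and 0.0558). The brightest probe of Sod1 had a ratio of 0.983 (log2 fold change -0.024, standard error 0.093, adjusted p = 0.998), with log2 fold changes of -0.24, 0.16 and 0.0029 in the 3 litters. A second Sod1 probe, dimmer than the probes tested, had a ratio of 1.62 (log2 fold change 0.70, standard error 0.072), and 9 of 9 Ts1Cje mice lay above every euploid mouse; the other one had a ratio of 1.02. Of the 27 genes, 26 were higher in Ts1Cje and 0 lower when adjusted over the list alone. The list comes from the study, which added a few members to its genomic list from these samples, so the count is not independent evidence.

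**Figure D2:**
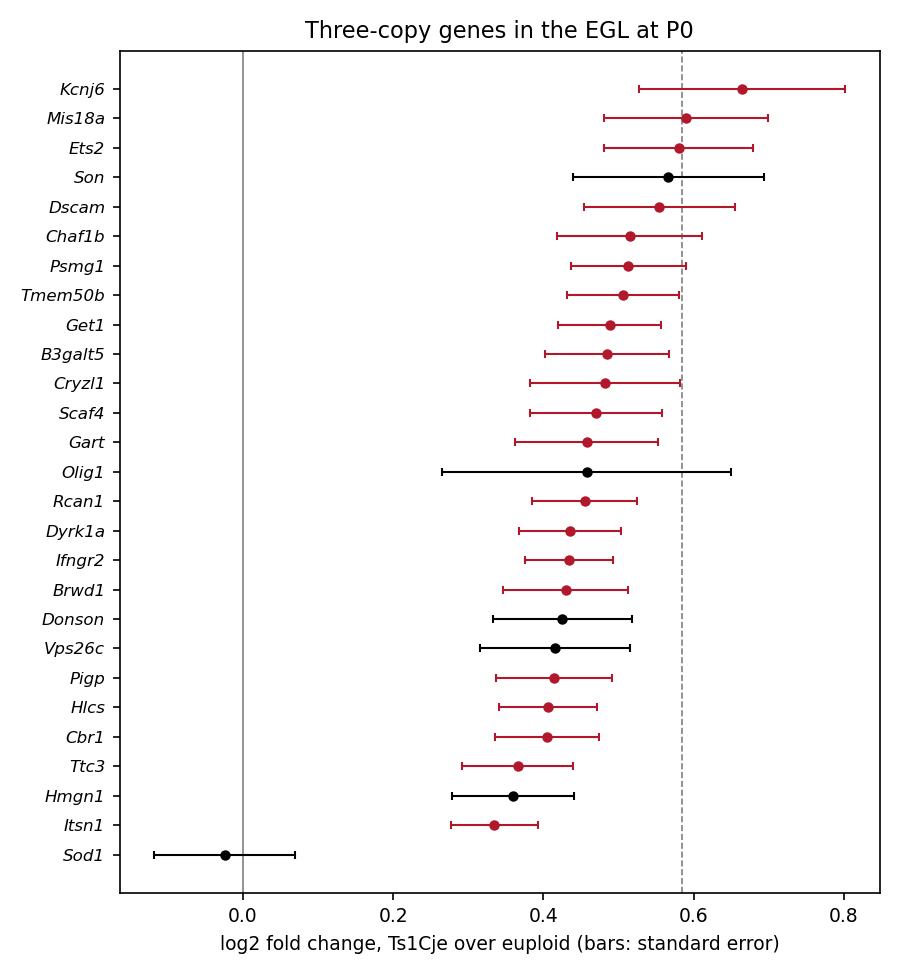
Log2 fold change (Ts1Cje over euploid) of each of the 27 three-copy genes tested, with bars for the standard error from limma; red points passed an adjusted p of 0.05, the solid line marks 0 and the dashed line a ratio of 1.5. Sod1 lies at -0.024 and Kcnj6 at 0.66.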

All three-copy genes expressed in the external granule cell layer at P0 were found to be significantly over-expressed (*t*-test, *α *= 5%) (Figure 3, Table 6, Table 7). In order to reduce the number of false positives that occur during multiple testing, we applied the False Discovery Rate (FDR) controlling procedure of Benjamini and Hochberg on the *t*-test *p*-values [32]. As reported in Table 6, we found only 33 significantly dysregulated genes (28 over-expressed and 5 repressed). Of these 32 genes, 23 are three-copy genes, representing more than 70% of the dysregulated genes. 

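The 4 three-copy genes with the smallest adjusted p after limma were Ifngr2, which encodes a subunit of the interferon gamma receptor, Get1 (Wrb in the paper), which takes part in the insertion of tail-anchored membrane proteins, Psmg1, a chaperone of proteasome assembly, and Tmem50b, a membrane protein. Ifngr2 had a log2 fold change of 0.43 (standard error 0.058, adjusted p = 6.7e-04) and Get1 of 0.49 (standard error 0.068, adjusted p = 8.5e-04), with 9 and 9 of 9 Ts1Cje mice above every euploid mouse. Psmg1 and Tmem50b had log2 fold changes of 0.51 (standard error 0.076, adjusted p = 0.00139, 9 of 9 above) and 0.51 (standard error 0.075, adjusted p = 0.00139, 9 of 9 above). In total 38 probes passed an adjusted p of 0.05, 34 higher and 4 lower in Ts1Cje. They stand for 25 named genes, of which 21 are three-copy genes, and 6 of the probes were unnamed here. Among the unnamed probes are ratios of 1.27, 1.43 and 1.53. Table 6 of the paper gives these ratios for the three-copy genes Atp5o, Mrps6 and 1810007M14Rik. The probes were left unnamed, so the count of three-copy genes may be too low. With litter as a block 67 probes passed (61 higher and 6 lower), for 44 named genes with 25 three-copy genes among them. The methods' t-test before log2 gave 34 probes, 29 higher and 5 lower, with 18 three-copy genes. Psmg1 did not pass without litter 1 (adjusted p = 0.0518) and Tmem50b without litter 1 or 3 (adjusted p = 0.0658 and 0.0777). Without litter 1, 2 or 3, the three-copy genes past the threshold numbered 7, 4 and 7, and without the 2 euploid arrays of smallest spread, left out after the values were seen, 12.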

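Outside the three-copy segment, 4 named genes passed limma at an adjusted p under 0.05: Cdca7l and Sp4 on Mmu12, Gng4 on Mmu13 and Gin1 on Mmu1. Gng4, which encodes a gamma subunit of heterotrimeric G proteins, fell to a ratio (Ts1Cje/euploid) of 0.626 (log2 fold change -0.68, standard error 0.089, adjusted p = 5.4e-04), and 9 of 9 Ts1Cje mice lay below every euploid mouse. Gin1, which encodes a protein related to retrotransposon integrases, rose to a ratio of 1.19 (log2 fold change 0.25, standard error 0.053, adjusted p = 0.0414), with 6 of 9 Ts1Cje mice above every euploid mouse; 1 euploid mouse of litter 3 lay apart from its group for Gin1, at 8.09 against 7.81 to 7.93. Entpd3, which encodes an enzyme that cleaves extracellular nucleotides, had a ratio of 0.844 (log2 fold change -0.24, standard error 0.056, adjusted p = 0.0719 without and 0.0420 with litter as a block), with 8 of 9 Ts1Cje mice below every euploid mouse and -0.21, -0.27 and -0.25 in the 3 litters. The named probes of Hfm1, a helicase of meiosis, and Kcns2, a potassium channel subunit, were dimmer than the probes tested, with log2 fold changes of -0.018 (standard error 0.039) and 0.13 (standard error 0.063). Of the 9 genes that the study lists here, 5 were tested: 1 was higher and 3 were lower, and 1 was higher and 4 were lower when adjusted over the list alone, which is not independent evidence since the study chose the list on these samples. Gin1 did not pass without any 1 of the litters (adjusted p = 0.444, 0.949 and 0.212), after quantile normalization (adjusted p = 0.187), after scaling by the median (adjusted p = 0.176) or without the euploid arrays whose labels name cerebellum (adjusted p = 0.157), and Gng4 did not pass without litter 2 (adjusted p = 0.0696).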

The other nine are located on eight other chromosomes and are related to ion transport, signal transduction, cell proliferation or DNA processes. Altogether these results show a major primary gene dosage effect on the three-copy genes. This effect was also clearly detected using Principal Component Analysis (PCA). PCA is a technique used to represent multidimensional data sets along principal component axes that reffect the degree of variance in the data. Ts1Cje and euploid samples were grouped separately only when considering the three-copy genes (Figure 5).

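Over the 27 three-copy genes tested, the first principal component carried 70.0% of the variance and set the 9 Ts1Cje layers apart from the 9 euploid layers without overlap (exact permutation test on the scores, p = 4.1e-05, the smallest p it can give). Genotype accounted for 83.2% of the variance of these scores and litter for 3.93%. The second component carried 11.5% of the variance, and litter accounted for 65.0% of it against 5.94% for genotype. Over all probes tested, the first component carried 27.2% of the variance and followed litter, which accounted for 84.6% of its scores, while genotype accounted for 0.380% (exact permutation test, p = 0.805). The second carried 17.2%, with 5.90% for genotype and 22.2% for litter. Its scores correlated at -0.908 with the SD of the log2 signals of the arrays. They were 24.5 and 22.2 in the 2 euploid arrays of smallest spread and at most 8.02 in the other mice. Both of these arrays are of litter 2, and 1 of them is an array whose labels name cerebellum. Along the fourth component of all probes, which carried 8.19% of the variance, genotype accounted for 28.4% (exact permutation test, p = 0.0239, 1 of 4 components examined). With the litter means removed, genotype accounted for 6.58% of the first component of all probes. From the ratios, the tests and the grouping of the samples by the three-copy genes, the paper concludes that these genes show a major primary effect of gene dosage in the layer.

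**Figure D3:**
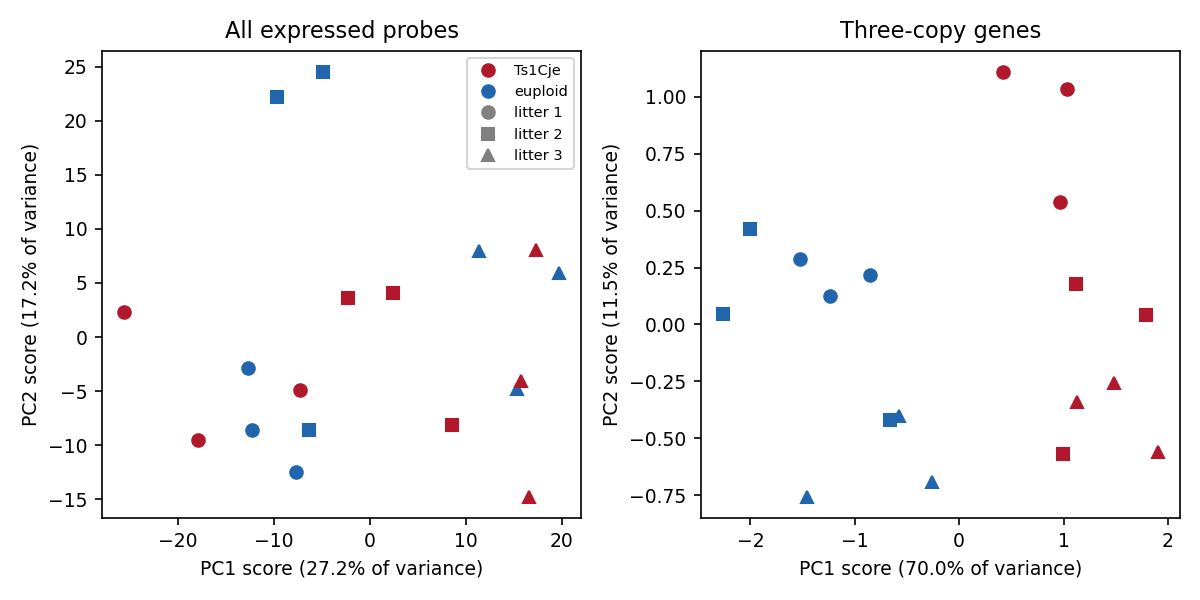
Scores of the 18 layers on the first and second principal components of log2 signals, over all probes tested (left) and over the 27 three-copy genes (right); red stands for Ts1Cje, blue for euploid, and the shape of a point for the litter. On the right the genotypes part along the first component (70.0% of the variance), and on the left the litters do (27.2%).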

**Figure 3:**
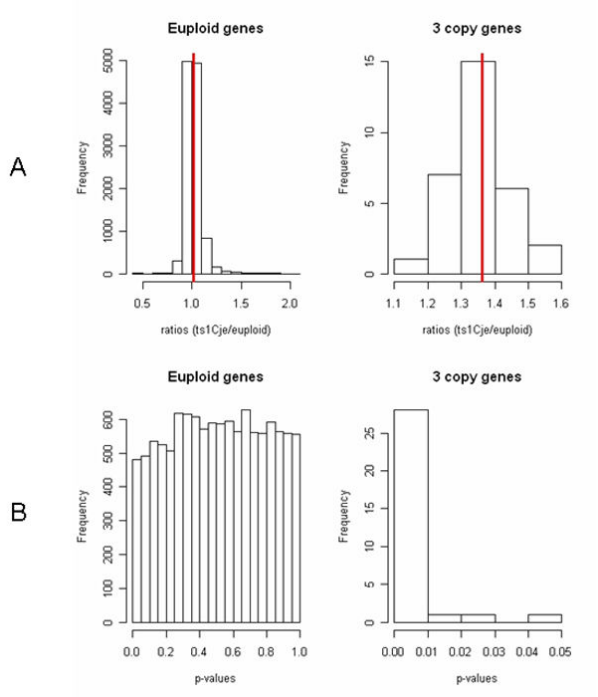
**Distribution of gene expression ratios (Ts1Cje/euploid) and their p-values in the external granule cell layer at P0**. Distributions of ratios (A) and their corresponding *p*-values (B) for all the genes analyzed (11 305) and for the three-copy genes only (41); *p*-values refer to the *t*-test.

**Figure 4:**
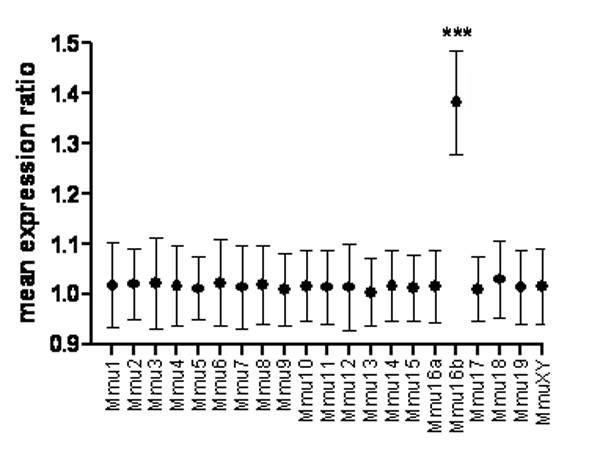
**Mean gene expression ratio according to chromosomal location**. Mean expression ratio (Ts1Cje/euploid) was significant only with Mmu16b genes (mean = 1.38, *p *< 0.001, *t*-test). Mmu16a and Mmu16b refer to euploid and three-copy genes in the Ts1Cje mice respectively.

**Figure 5:**
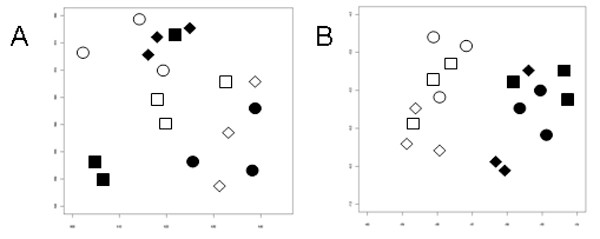
**PCA of gene expression data from the external granule cell layer of Ts1Cje and euploid mice at P0**. Principal Component Analysis on 11 305 genes expressed in the external granule cell layer at P0 (A) and on the 41 three-copy genes (B). Open and filled symbols correspond to euploid and Ts1Cje mice respectively. Circles, squares and lozenges refer to the three litters used.

**Table 6:** List of genes differentially expressed in the external granule cell layer of Ts1Cje mice at P0 (*q *< 0.05)

SYMBOL	Ratio	*p*-value	*q*-value	Chr	GO biological process category
***1810007M14Rik***	**1.53**	**0,000**	**0,004**	**16**	**Regulation of transcription**
*2400009B08Rik*	0.8	0	0,029	8	
***2610039C10Rik***	**1.5**	**0,000**	**0,038**	**16**	
***Atp5o***	**1.27**	**0,000**	**0,001**	**16**	**ATP biosynthetic process, H+ transport**
***B3galt5***	**1.4**	**0,000**	**0,014**	**16**	**Protein amino acid glycosylation**
***Brwd1***	**1.35**	**0,000**	**0,036**	**16**	**Regulation of transcription**
***Cbr1***	**1.32**	**0,000**	**0,007**	**16**	**Carbonyl reductase (NADPH) activity**
*Cdca7l*	0.46	0	0	12	Cell proliferation, transcription
***Chaf1b***	**1.43**	**0,000**	**0,036**	**16**	**Cell cycle, DNA replication, Transcrip tion**
***Dscam***	**1.47**	**0,000**	**0,029**	**16**	**Cell adhesion, Nervous system develop ment**
***Dyrk1a***	**1.35**	**0,000**	**0,003**	**16**	**Peptidyl-tyrosine phosphorylation**
*Entpd3*	0.84	0	0,028	9	Nucleoside diphosphate catabolic process
***Ets2***	**1.49**	**0,000**	**0,021**	**16**	**Regulation of cell cycle**
*Gin1*	1.19	0	0,007	1	DNA recombination
*Gng4*	0.63	0	0,002	13	Signal transduction
*Hfm1*	1.29	0	0,016	5	
***Hlcs***	**1.33**	**0,000**	**0,003**	**16**	**Protein modification process**
***Ifngr2***	**1.35**	**0,000**	**0,001**	**16**	
***Itsn1***	**1.26**	**0,000**	**0,003**	**16**	**Regulation of Rho protein signal transduction Endocytosis**
*Kcns2*	1.19	0	0,044	15	
***Mrps6***	**1.43**	**0,000**	**0,001**	**16**	**Translation**
*OTTMUSG00000018617*	1.65	0	0,001	19	
***Pigp***	**1.33**	**0,000**	**0,022**	**16**	**GPI anchor biosynthetic process**
***Psmg1***	**1.43**	**0,000**	**0,003**	**16**	**Cell proliferation**
***Rcan1***	**1.37**	**0,000**	**0,003**	**16**	**Ca2+ mediated signaling**
***Setd4***	**1.25**	**0,000**	**0,011**	**16**	
***Sfrs15***	**1.39**	**0,000**	**0,029**	**16**	
***Sod1***	**1.59**	**0,000**	**0,001**	**16**	**Negative regulation of neuron apoptosis Response to oxidative stress**
*Sp4*	0.62	0	0,001	12	
***Tmem50b***	**1.42**	**0,000**	**0,001**	**16**	
***Ttc3***	**1.29**	**0,000**	**0,036**	**16**	**zinc ion binding**
***Wrb***	**1.4**	**0,000**	**0,001**	**16**	

32 genes were found significantly differentially expressed by *t*-test (*p *< 0.05) followed by False Discovery Rate controlling procedure of Benjamini and Hochberg (*q *< 0.05). Among them, 23 are three-copy genes, indicated in bold.

**Table 7:** Additional list of three-copy genes that are over-expressed in the external granule cell layer of Ts1Cje as compared to euploid at P0 (*q *> 0.05)

SYMBOL	Ratio	*p*-value	*q*-value	Chr	GO biological process category
Girk2	1.58	0,000	0,109	16	potassium ion transport
Son	1.48	0,001	0,206	16	
Cryzl1	1.4	0,000	0,084	16	zinc ion binding
Gart	1.37	0,000	0,080	16	purine nucleotide biosynthetic process
Olig1	1.37	0,048	0,996	16	neuron fate commitment
Donson	1.34	0,000	0,109	16	multicellular organismal development
Dscr3	1.33	0,001	0,238	16	vacuolar transport
Olig2	1.3	0,002	0,343	16	neuron fate commitment
Hmgn1	1.28	0,000	0,109	16	establishment and/or maintenance of chromatin architecture
Cbr3	1.25	0,030	0,996	16	metabolic process
Prdm15	1.23	0,002	0,331	16	
Ifnar2	1.16	0,019	0,996	16	cell proliferation

Twelve three-copy genes were found significantly differentially expressed by Student *t*-test (*p *< 0.05) but failed the False Discovery Rate controlling procedure of Benjamini and Hochberg (*q *> 0.05).

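Of the three-copy genes that the study lists here, 8 were among the probes tested. Kcnj6 and 2 others passed limma at an adjusted p under 0.05: Gart, which encodes an enzyme of purine synthesis, with a log2 fold change of 0.46 (standard error 0.10, adjusted p = 0.0302, 7 of 9 Ts1Cje mice above every euploid mouse), and Cryzl1, which encodes a quinone oxidoreductase-like protein, with 0.48 (standard error 0.10, adjusted p = 0.0302, 7 of 9 above). Son, an RNA-binding protein of splicing, had a log2 fold change of 0.57 (standard error 0.13, adjusted p = 0.0602 without and 0.0403 with litter as a block, 6 of 9 above). Its values in the 3 litters were 0.30, 0.98 and 0.42, and its other 2 probes, dimmer than those tested, had ratios of 0.991 and 0.972. Hmgn1, a nucleosome-binding protein, had 0.36 (standard error 0.081, adjusted p = 0.0602, and 0.00411 with the block; 0.25, 0.53 and 0.30 in the litters). Donson, which acts in DNA replication, had 0.43 (standard error 0.093, adjusted p = 0.0501, and 0.0101 with the block; 0.38, 0.63 and 0.27 in the litters). Vps26c (Dscr3 in the paper), a protein of endosomal recycling, had 0.42 (standard error 0.10, adjusted p = 0.102, and 0.0327 with the block; 0.19, 0.69 and 0.37 in the litters). Dimmer than the probes tested were Olig2, with a ratio of 1.34, Cbr3, with 1.33, and Ifnar2, with 1.18. Gart and Cryzl1 did not pass without any 1 of the litters, where their adjusted p was 0.367, 0.278 and 0.123 and 0.0518, 0.892 and 0.301. They also did not pass without the euploid arrays whose labels name cerebellum (adjusted p = 0.176 and 0.0638), without a filter on dim probes (0.0653 and 0.0668) or with the methods' t-test before log2 (0.0550 and 0.100).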

### A partial monosomy of MMU12 is present in Ts1Cje mice

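Cdca7l, which encodes a nuclear protein related to a Myc target, had the lowest ratio (Ts1Cje/euploid) of all named genes past an adjusted p of 0.05, 0.455. Its mean log2 signal was 8.06 ± 0.11 (SD) in the 9 Ts1Cje mice and 9.19 ± 0.31 in the 9 euploid mice, a log2 fold change of -1.13 (standard error 0.10, adjusted p = 5.4e-06 from limma). Sp4, a transcription factor of the Sp family that is enriched in neurons, had a ratio of 0.617. Its mean log2 signal was 7.20 ± 0.15 (SD) in Ts1Cje and 7.90 ± 0.21 in euploid mice, a log2 fold change of -0.70 (standard error 0.086, adjusted p = 2.8e-04). For both genes 9 of 9 Ts1Cje mice lay below every euploid mouse (exact permutation test, p = 4.1e-05, the smallest p it can give). The log2 fold changes within the 3 litters were -1.17, -0.86 and -1.37 for Cdca7l and -0.72, -0.58 and -0.79 for Sp4. A second Sp4 probe, dimmer than those tested, had a ratio of 0.858.

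**Figure D4:**
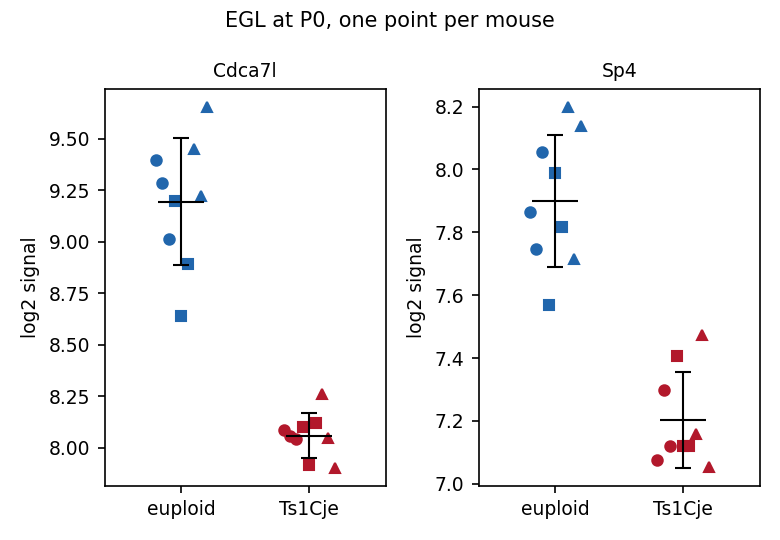
Log2 signals of Cdca7l and Sp4 in the external granule cell layer, with 1 point per mouse, a shape per litter and black bars for mean ± SD. The Ts1Cje mice (red) lie below every euploid mouse (blue) for both genes.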

Among the 5 genes whose expression was down-regulated in the external granule cell layer of Ts1Cje mice, 2 were located on the telomeric part of Mmu12: *Cdca7l *and *Sp4 *(Table 6). Their expression ratios (Ts1Cje/euploid) were 0.62 and 0.46 respectively. Since Ts1Cje mice are the result of the translocation of the distal part of Mmu16 from *Sod1 *to *Znf295 *to the telomeric part of Mmu12, we suspected a deletion of these two down-regulated genes. To confirm this chromosomal rearrangement, a comparative genomic hybridization using high resolution (6,4 kb) Agilent genomic microarrays was performed. A 50% reduction of the genomic content corresponding to the chromosomal segment on Mmu12 located between positions 119 291 726 and 121 252 484 was found (Ensembl release 48-Dec 2007 [4]). The deleted part represented about 2 Mb and contained 5 genes: *Dnahc11*, *Sp4*, *Sp8*, *Abcb5 *and *Itgb8*. All of them are related to either neuronal proliferation or maturation, embryogenesis or peripheral and central nervous system development. The additional translocated MMU16 segment started at position 90 168 800, just proximal to the *Sod1 *gene (90 220 987) and spanned to position 98 303 726 at the telomeric end of Mmu16. This genomic interval represented about 8 Mb (Figure 6 and see Additional file 5).

**Figure 6:**
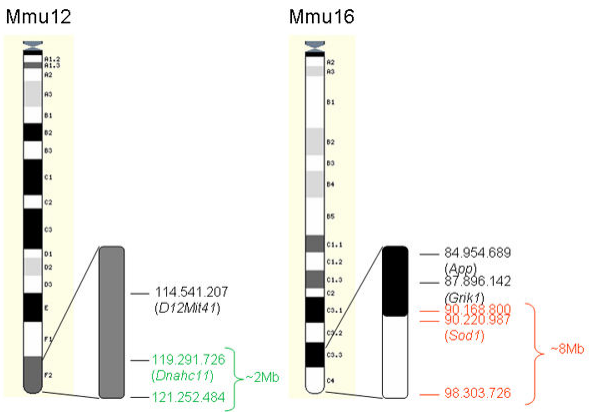
**Partial Mmu16 trisomy and Mmu12 monosomy in Ts1Cje mice**. Representation of the chromosomal breakpoint on Mmu16 and Mmu12 as determined by comparative genomic hybridization using microarrays. Chromosomal locations were deduced by mapping the genomic probes from the microarray on the Ensembl database. Chromosomal locations in green correspond to genes from Mmu12 that have been deleted, in red to the three-copy genes on Mmu16 and in black to euploid genes.

## Discussion

DS is caused by an aneuploidy corresponding to the trisomy or partial trisomy of chromosome 21. The publication of the DNA sequence of the human genome revealed the presence of about 350 genes on chromosome 21. Although this number is low as compared to other human autosomes, it is still too large to develop transgenic mouse models for all of them. Moreover transgenic mouse models for single genes are not adequate to address fundamental questions on gene interactions. Thus in order to find the genes that contribute to the DS phenotype and to the phenotypic variability, gene expression profiling has been applied to mouse models with segmental duplications of DNA segments orthologous to human chromosome 21. The studies published so far were conducted in different mouse models, on different tissues and at various developmental stages. In addition the technology and the statistical tools were different thereby reducing the possibility of grouping the analysis and making insights into the genotype-phenotype status of DS. We thus designed a gene expression study in which we could measure the effects of trisomy 21 in the Ts1Cje mouse model, on a large number of samples, in a tissue that is affected in DS where we could quantify the effetcs during postnatal development in order to correlate gene expression changes to the phenotype observed.

DS affects many aspects of brain development and represents the most common cause of inherited human mental retardation. Motor deficits are among the most frequently occurring features of DS. Individuals with DS exhibit hypotonia and motor dysfunction that could be related to cerebellar dysfunction [33,34]. DS patients present a consistent reduction of the total brain volume with a disproportionally greater reduction in the cerebellum [35,36]. One of the major findings in Ts65Dn and Ts1Cje mouse models of DS carrying segmental duplications, is the significant reduction in cerebellar volume paralleling that observed in DS patients [18,19]. This cerebellar hypoplasia likely results from a decrease in the density of granule cells, the most abundant neuronal cell population. Moreover, behavioural studies have shown motor dysfunctions in Ts65Dn that are more severely affected in tasks involving a high degree of balance and coordination [37]. This hypoplasia occurs during cerebellar postnatal development in the first weeks after birth and does not result from a neurodegenerative process [19,20]. More recently, a reduction of about 20% in the number of granule cell precursors has been reported at birth (P0) and 6 days after birth (P6) in the cerebellar external granule cell layer of Ts65Dn mice [20]. This reduction is much more significant at P0 (*p *= 0.001) than at P6 (*p *= 0.04). In the present study we have shown a 17% significant decrease of volume in the cerebellum of adult Ts1Cje mice and a 32.6% significant decrease of granule cell precursor proliferation only at birth and not at P3 or P7. We analyzed global gene expression during postnatal development of the cerebellum in Ts1Cje mice at the time when major developmental changes occur: at birth (P0) at P3, P7 and P10. During this period granule cells proliferate, migrate from the external to the internal layer of the cerebellum, and differentiate. Our previous study performed at P0, P15 and P30 showed a clear over expression of triplicated genes in the cerebellum of Ts1Cje mice and a small effect on the expression of euploid genes [8,10]. However since the proliferative external granule cell layer disappears by P15 [38], this first study was not designed to detect gene expression changes between P0 and P15. To increase the statistical power of gene expression analysis, we used a large number of samples: 56 cerebella from Ts1Cje and euploid mice bred on the mixed (B6C3SnF1/Orl) genetic background. We performed an ANOVA with a type I error risk of 5% and we found between 2.4% to 7.5% of genes regulated at each time point including some three-copy genes. Then we applied a false discovery rate (FDR) with a 0.05 threshold (5%) on the gene list and found no significant gene at all time points, not even three-copy genes. By increasing the FDR threshold up to 0.40 we found only 47 significant genes among which 6 are three-copy genes (Additional file 3, genes in grey boxes). These results suggest a limited secondary effect of trisomy on euploid genes.

Most three-copy genes were not found significantly differentially expressed suggesting that compensatory mechanisms take place during postnatal development. Only 6 three-copy genes were constantly over-expressed in the cerebellum of Ts1Cje mice at P0, P3, P7 and P10. Using qPCR, we confirmed the increased expression of six three-copy genes at P0. Four of these genes (*Atp50*, *Ifngr2*, *Sod1 *and *Son*) were also found over-expressed in the study of Mao et al. conducted on DS foetal tissues, which included three cerebella [9].

We then performed a second transcriptome analysis using dissected cerebellar regions enriched in granule cell precursors from 9 Ts1Cje and nine euploid mice at P0, at the time when we observed a significant decrease of cell proliferation. About 4% of all genes were significantly differentially expressed in Ts1Cje samples as compared to euploid samples. This value was close the ones obtained in the entire cerebellum at P0, P3, P7 or P10. 

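Against a ratio (Ts1Cje/euploid) of 1.5, which a strict dosage effect of the added copy would give, 9 of the 27 three-copy genes tested lay lower at an unadjusted p under 0.05 from limma and 0 lay higher. Itsn1, which encodes a scaffold protein of endocytosis, had a ratio of 1.26 (log2 fold change 0.33, standard error 0.058, 8 of 9 Ts1Cje mice above every euploid mouse). Ttc3, which encodes a ubiquitin ligase, had a ratio of 1.29 (log2 fold change 0.37, standard error 0.074). The others were Hlcs, which attaches biotin to carboxylases (1.33), Cbr1, a carbonyl reductase (1.32), Pigp, of the synthesis of GPI anchors (1.33), and also Hmgn1, Ifngr2, Dyrk1a and Sod1. Itsn1, Hlcs and Dyrk1a were dim, with euploid means of 7.20, 7.16 and 7.13, near the dimmest mean tested, 7.14. No background was subtracted in this fit, and whether background lowers their ratios was not tested. Over the alternatives run, their log2 fold changes were 0.29 to 0.44, 0.36 to 0.54 and 0.38 to 0.58. When adjusted over the list alone, 2 remained below 1.5, Sod1 (adjusted p = 5.4e-05) and Itsn1 (adjusted p = 0.00422). The value of Sod1 is that of its brightest probe (ratio 0.983), whereas a dimmer Sod1 probe had a ratio of 1.62. Of the 26 genes over-expressed at an unadjusted p under 0.05, 8 had a ratio below 1.5 in this test, and 2 of all 27 ratios exceeded 1.5. The count depended on the scaling: quantile normalization and scaling by the median each gave 14 genes below 1.5, and without the 2 euploid arrays of smallest spread, left out after the values were seen, it was 15. Without litter 1, 2 or 3 it was 3, 11 and 5.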

All the expressed three-copy genes (35) were significantly over-expressed in Ts1Cje with 12genes showing expression ratio significantly lower than 1.5 (*t*-test, *α *= 5%, data not shown). After multi-test correction using the FDR procedure, 32 genes were still significantly modulated in Ts1Cje mice. Among them 23 are three-copy genes, indicating a major primary effect of trisomy on the three-copy genes.

From the euploid genes, 2 map to a chromosomal deletion (see below) and are under-expressed. The other seven are not well characterized and could be new gene candidates for cerebellar DS phenotypes and cerebellum postnatal development. By using an enriched and more homogeneous cell population (the granule cell precursors), we hoped to clarify the secondary effects of trisomy. Surprisingly, not only did we observed a main primary gene dosage effect (23 three-copy genes genes out of 32) but we also identified for the first time a deletion in the Ts1Cje mice (see below). Alternatively it is possible that the secondary effect of trisomy is variable among cells or since we demonstrated a proliferation defect in the granule cell precursors, it is plausible that we failed to identify cell cycle-regulated genes because cells from tissue are not synchronized.

In addition to the three-copy genes, we were able to detect a gene dosage effect on two genes mapping to mouse chromosome 12 (Mmu12), close to the translocation breakpoint of the trisomic segment. A 2 Mb segment of Mmu12 was found to be deleted in Ts1Cje mice. This segment contains 5 genes: *Dnahc11*, *Sp4*, *Sp8*, *Abcb5 *and *Itgb8*. *Sp4 *is a member of a family of zinc finger transcription factors and is highly expressed in the developing hippocampus and cerebellum, in particular in granule cells [39]. Knock-down of *Sp4 *leads to an increased number of highly branched dendrites during maturation of granule cells in the cerebellar cortex [39]. A reduced cell proliferation in hippocampus but not cerebellum has also been reported in *Sp4 *null mutant newborns [40]. Thus, *Sp4*, the only gene found expressed in the external granule cell layer is more likely to affect neuron maturation than proliferation. However it is unlikely that the cerebellum phenotype observed in Ts1Cje mice results from the Mmu12 deletion since a very similar phenotype is present in the Ts65Dn mouse model that do not show any rearrangement on Mmu12. 

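Sp4 was the only gene of the deleted Mmu12 segment among the probes tested. Sp8, a transcription factor of the same family, had a mean log2 signal of 6.15 ± 0.049 (SD) in the 9 euploid mice. Abcb5, a membrane transporter, had 5.92 ± 0.050, and Itgb8, an integrin subunit, 6.00 ± 0.22. All 3 lay under the dimmest probe tested, and their ratios (Ts1Cje/euploid) were 0.992, 0.985 and 0.876. Dnahc11 was not analysed here.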

We found a decrease in *Cdca7l *gene expression, a transcription factor involved in cell apoptosis [41] and medulloblastoma transformation [41]. 

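Cdca7l was compared with 2 genes near the Mmu12 breakpoint that were listed with it. Rapgef5, which encodes a guanine nucleotide exchange factor, had a ratio (Ts1Cje/euploid) of 1.05 (log2 fold change 0.077, standard error 0.10, adjusted p = 0.998 from limma, 0 of 9 Ts1Cje mice above every euploid mouse). Ptprn2, which encodes a receptor-like tyrosine phosphatase of secretory granules, was dimmer than the probes tested and had a ratio of 0.970 (standard error 0.054 on the log2 scale). Of the 2 genes of the flank tested, 1 was lower, Cdca7l, both over all genes and when adjusted over the list alone, and their median log2 fold change was -0.53 (adjusted p = 2.1e-04 from camera, and adjusted p = 0.00868 with an estimated correlation). These values rest on Cdca7l, which the study chose from these samples, and are not independent evidence.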

Since *Cdca7l *is located approximately 200 kb proximal to the translocation breakpoint on MMU12 (Figure 6) we concluded that the gene dosage effect extends to regions that are close to the chromosomal rearrangement.

We then looked for genes that were regulated during normal postnatal development of the cerebellum and that were also differentially expressed between Ts1Cje and euploid cerebellum at one of the postnatal stages tested. Among the 1187 genes found, only three were triplicated: *Olig1*, *Dscam *and *Girk2*. *Olig1 *encodes a basic helix-loop-helix transcription factor that is expressed in both the developing and mature vertebrate central nervous system. *Olig1 *has critical function during the formation of motor neurons and oligodendrocytes of the ventral neural tube (review in [24]). *Dscam *encodes an axon guidance molecule that is expressed by neurons in the central nervous system during development and throughout adult life. Its expression in the developing cerebellum is stronger in Purkinje neurons. A *Dscam *mutation in mice leads to a subtle defect in the caudal folium of the cerebellum [42]. *Girk2 *is the only gene over-expressed in Ts1Cje across postnatal development of the cerebellum. It is also over-expressed in the external granule cell layer of Ts1Cje newborns. 

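Kcnj6, which encodes the potassium channel subunit GIRK2, had the highest ratio (Ts1Cje/euploid) of the 27 three-copy genes tested in the layer when each is taken from its brightest probe, 1.58; a dimmer Sod1 probe gave 1.62. Its mean log2 signal was 7.95 ± 0.38 (SD) in the 9 Ts1Cje mice and 7.28 ± 0.24 in the 9 euploid mice. The log2 fold change was 0.66 (standard error 0.14, adjusted p = 0.0302 from limma), and 8 of 9 Ts1Cje mice lay above every euploid mouse. Within the 3 litters it was 0.84, 0.58 and 0.58. A second Kcnj6 probe had a ratio of 1.43 (log2 fold change 0.52, standard error 0.10, adjusted p = 0.0233). The adjusted call of the first probe was lost after quantile normalization (adjusted p = 0.0603), without a filter on dim probes (adjusted p = 0.0838), with the methods' t-test before log2 (adjusted p = 0.215) and without litter 1, 2 or 3 (adjusted p = 0.0682, 0.340 and 0.193). It was also lost without the 2 euploid arrays whose labels name cerebellum (adjusted p = 0.116) and, chosen after seeing the data, without the 2 of smallest spread (adjusted p = 0.146) and with the methods' t-test on log2 values (adjusted p = 0.102).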

*Girk2 *is a member of the G protein-gated inwardly rectifying potassium channel family that regulates cellular excitability and neurotransmission. It is mainly expressed in the cerebellum granule cells [22]. A missense mutation in *Girk2 *leads to abnormalities of the cell cycle and apoptosis in the external granule cell layer of the cerebellum in the weaver mice [43]. The *Girk2 *mutated gene encodes channels that exhibit loss of potassium selectivity. In contrast, *Girk2 *knock-out mice are morphologically indistinguishable from wild-type mice, suggesting that the weaver phenotype is likely due to abnormal *Girk2 *function [44]. Ion channels can regulate cell cycle and implication of transmembrane potassium fluxes via inward rectifier channels in the regulation of cell cycle has been proposed [45].

Moreover it has been hypothesized that over-expression of the *Girk2 *subunit in trisomic mice will likely produce a hyperpolarization of the membrane [46]. Depolarization enhances calcium entry via voltage-sensitive Ca^2+ ^channels and activates calmodulin kinase and calcineurin phophatase. The activation of calcineurin induces many genes encoding extracellular and intracellular signalling molecules involved in granule cell development. [47]. Thus, hyperpolarization of the membrane may prevent or reduce calcium entry in cells and decrease cell proliferation.

To further identify gene candidates for the DS cerebellar phenotype, we selected gene candidates involved in genetic regulation of the proliferation of the granule cell precursors [26] and looked at their expression in the cerebellum of Ts1Cje and euploid mice at birth. Sonic hedgehog (Shh) is secreted by Purkinje cells and regulates proliferation of the granule cell progenitors [38]. The mitotic response of cultured granule cell precursors to Shh was shown to be reduced in Ts65Dn mice as compared to euploids [20]. Systemic treatment of newborn Ts65Dn mice with an agonist of the Sonic Hedgehog pathway increased the mitotic index of trisomic granule cell precursors and even restored the granule cell population in one week.

However, to date, genes involved in the Shh pathway have not been assigned to human chromosome 21 nor have they been shown to be differentially expressed in trisomic mice or in people with DS. Thus the positive effect of treatment with agonists of the Shh pathway could result from an over-stimulation of Shh receptors that are present on granule cell precursors. It remains to be shown whether this positive effect will normalize the cerebellar volume and improve the cerebellar-related behavioural deficits observed in Ts65Dn mice [37].

Other genes have been reported to regulate the proliferation of granule cell progenitors. Some interact with the Shh pathway, such as *Numb *which is a suppressor of Shh signaling [28]. *Numb *also regulates Notch1 pathway [28,48]. Notch signalling is another crucial development-regulated pathway that appears to maintain cells in an undifferentiated state in the early mammalian central nervous system [49]. In addition, we tested other genes related to granule cell proliferation or neural proliferation including *IGF-I *[50], *bFGF *[51], *Pax6 *[52], *Olig1 *and *Olig2 *[52]. We were not able to show any consistent difference of expression for any of these genes except a slight but significant over-expression of *Shh*. Functional profiling of the differentially expressed genes from microarray experiments didn't reveal any enrichment in gene ontology categories related to cell proliferation.

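Of 45 genes of the cell cycle and DNA replication, 31 were tested, and 0 passed limma at an adjusted p under 0.05, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05; the methods' t-test before log2 gave 0 at each of these thresholds. Ccnd2, a cyclin of granule cell precursors, had a log2 fold change of 0.14 (standard error 0.10). Mcm7, of the replicative helicase, had a ratio (Ts1Cje/euploid) of 0.933 (log2 fold change -0.10, standard error 0.081), and Rrm1, of ribonucleotide reductase, 0.916 (log2 fold change -0.13, standard error 0.12). The median log2 fold change of the list was -0.039 (adjusted p = 0.495 from camera), and its mean in the 3 litters was -0.12, 0.18 and -0.13. Of 7 inhibitors of cyclin-dependent kinases, 4 were tested and 0 passed, adjusted over all genes, adjusted over the list alone or unadjusted, in limma or the methods' t-test; Cdkn1c had a ratio of 0.968 (log2 fold change -0.047, standard error 0.055), and the median of the list was -0.060 (adjusted p = 0.580 from camera). The list of the cell cycle was lower in Ts1Cje by camera without litter 2 (median -0.14, adjusted p = 0.0161). It was also lower without the 2 euploid arrays whose labels name cerebellum (median -0.11, adjusted p = 0.00310). Both calls used the preset correlation of 0.01. With all mice and an estimated correlation, which was 0.696, camera gave adjusted p = 0.962. Enrichment of gene ontology categories was not analysed here.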

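S100a6, a small calcium-binding protein, had a ratio (Ts1Cje/euploid) of 2.06, and Dlk1, an imprinted transmembrane protein with EGF-like repeats, of 1.87. S100a6 had a log2 fold change of 1.05 (standard error 0.40; adjusted p = 0.998 from limma), 3 of 9 Ts1Cje mice lay above every euploid mouse, and an exact permutation test gave p = 0.0391. Dlk1 had a log2 fold change of 0.91 (standard error 0.27; adjusted p = 0.453), 1 of 9 Ts1Cje mice lay above every euploid mouse, and the exact p was 0.0119. A second Dlk1 probe had a ratio of 1.32. Neither gene passed the adjusted test, and the log2 fold changes in the 3 litters were 0.30, 1.37 and 1.48 for S100a6 and -0.086, 1.09 and 1.72 for Dlk1. For Dlk1, 1 Ts1Cje mouse of litter 2 lay apart from its group, at 7.19 against 8.07 to 8.96. Markers of the meninges, which cover the layer, lay higher in the same direction. Of 24 such markers 11 were tested, and 0 passed limma over all genes tested, 5 were higher when adjusted over the list alone and 8 at an unadjusted p under 0.05, against 0, 0 and 6 by the methods' t-test before log2. The list holds S100a6 and 5 further genes that the study found higher in these samples (Igf2, Col6a1, Col6a3, Cxcl12 and Serpinf1), so these counts are not independent evidence. Col6a1, of collagen, had a ratio of 1.68 (log2 fold change 0.75, standard error 0.22) and Igf2, a growth factor, of 1.96 (log2 fold change 0.97, standard error 0.37). The median log2 fold change of the list was 0.75 (adjusted p = 2.3e-08 from camera), with adjusted p = 0.190 with an estimated correlation, and the mean in the litters was 0.13, 0.81 and 1.16. Without litter 1, Dlk1 had a log2 fold change of 1.40 (adjusted p = 0.0471).

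**Figure D5:**
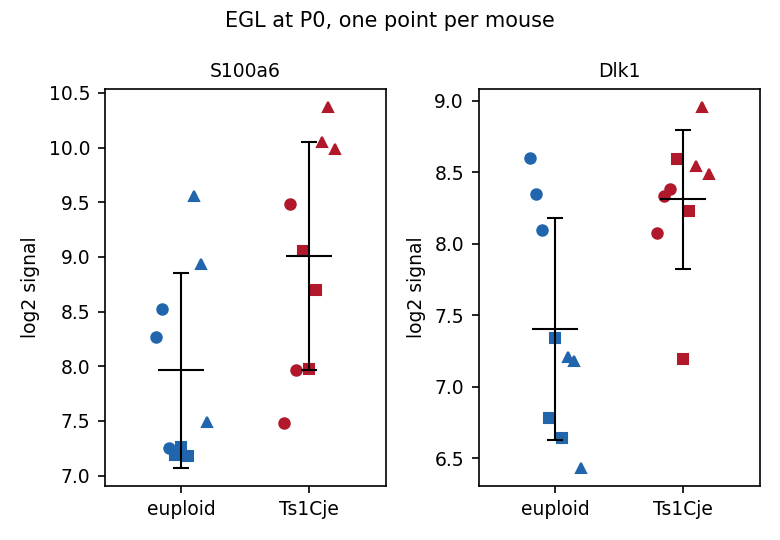
Log2 signals of S100a6 and Dlk1 in the external granule cell layer, with 1 point per mouse, a shape per litter and black bars for mean ± SD; red stands for Ts1Cje and blue for euploid. The genotypes overlap for both genes, with 3 and 1 of 9 Ts1Cje mice above every euploid mouse.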

Two genes over-expressed in the external granule cell layer of Ts1Cje mice at birth, *S100a6 *and *Dlk1*, encode calcium ion binding proteins. *S100a6 *belongs to the S100 family proteins that play an important role in cell growth, differentiation, and motility through calcium-dependent signalling pathways [53]. *S100a6 *encodes the calcyclin protein whose expression is associated with neuronal differentiation [54,55]. This gene is thus a candidate for the cerebellar hypoplasia. *Dlk1 *(delta-like) is a transmembrane and secreted protein from the epidermal growth factor-like homeotic family. *Dlk1 *expression is increased in gliomas and over-expression in transfected cells promotes cell proliferation by inducing the expression of cyclin D1, CDK2, and E2F4 [56]. However, we could not detect any change in expression of any of these genes suggesting that either *Dlk1 *has no effect on granule cell proliferation or that the effect is not visible because of lack of cell synchronization in tissues.

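Ccnd1, which encodes cyclin D1, had a mean log2 signal of 12.43 ± 0.23 (SD) in the 9 Ts1Cje mice and 12.38 ± 0.28 in the 9 euploid mice, a ratio of 1.04 (log2 fold change 0.052, standard error 0.11; exact permutation test, p = 0.663). Cdk2, which encodes a kinase of the entry into S phase, had 10.10 ± 0.22 in Ts1Cje and 10.11 ± 0.24 in euploid mice, a ratio of 0.991 (log2 fold change -0.013, standard error 0.10; exact permutation test, p = 0.907). The log2 fold changes in the 3 litters were -0.0012, 0.30 and -0.14 for Ccnd1 and -0.085, 0.083 and -0.036 for Cdk2. E2f4 was not analysed here. Both of the targets tested had an adjusted p of 0.998 from limma, and 0 of the 2 passed when adjusted over the list alone, at an unadjusted p under 0.05 or by the methods' t-test.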

Recently, the generation of a collection of haploid yeast strains that each bear an extra copy of one or more of almost all of the yeast chromosomes has been published [57]. Their characterization revealed that aneuploid strains share a number of phenotypes, including defects in cell cycle progression, that are independent of the identity of the individual extra chromosomes. It was thus proposed that disruption of cell homeostasy in DS could be due to the additional chromosomal material rather than the gene content [58]. However aneuploidy is a condition frequently found in tumor cells which often display high rate of proliferation, suggesting that yeast and mammalian cells can respond differently to aneuploidy. Moreover in DS, reduced proliferation rates have not been observed in all proliferative cells across development and in adulthood. We show here a reduced proliferation of granule cell precursors only at birth.

Several studies have reported evidence of neurogenesis impairment in the developing neocortex, in the dentate gyrus of DS foetuses and in mouse models [59-62]. In the dentate gyrus, cell proliferation is decreased in aged but not young adult Ts65Dn mice [62] suggesting a neurodegenerative related process occurring in trisomic mice. Another study has reported a lower cell proliferation due to cell cycle alteration in the dentate gyrus of foetuses with DS and in mouse models. Using different markers of proliferation the authors showed that both DS foetuses and P2 Ts65Dn mice have a higher number of proliferating cells in G2 and a smaller number of cells in the M phase of the cell cycle [59]. A similar result was reported in the forebrain of Ts65Dn embryos [60] where delayed expansion of neocortical layers and reduced growth of the hippocampus were found to be correlated with a slower cell cycle. Interestingly, their results suggest that the cell cycle abnormality, occurring in the trisomic ventricular zone of the neocortex but not in the hippocampus, might be developmentally regulated or compensated during neurogenesis. Thus, neurogenesis impairment occurs in different areas of the developing brain in trisomy 21 but not continuously, suggesting that genes involved might be different depending on the brain structure and the developmental stage.

## Conclusion

High throughput gene expression analysis in the cerebellum of a large number of Ts1Cje and euploid mice demonstrates a prevailing gene dosage effect of trisomy and a limited secondary effect across postnatal development. Moreover by using an enriched cell population involved in cerebellar hypoplasia in DS we were not able to detect a global change in gene expression. 

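Markers of the granule cell lineage had median log2 fold changes near 0 in the layer. Of 15 markers of granule cell precursors 9 were tested, among them Zic1 and Barhl1, transcription factors of the lineage, with ratios (Ts1Cje/euploid) of 1.03 (log2 fold change 0.048, standard error 0.080) and 1.07 (log2 fold change 0.091, standard error 0.088). Their median log2 fold change was 0.036 and their mean -0.052 (adjusted p = 0.911 from camera). Of 16 markers of postmitotic granule cells 14 were tested, such as Dcx, a microtubule protein of migrating neurons, with a log2 fold change of -0.020 (standard error 0.083); their median was -0.018 and their mean 0.0043 (adjusted p = 0.878). Of 13 markers of Purkinje cells 10 were tested, with a median of -0.083 (adjusted p = 0.619), and of 7 markers of GABAergic interneurons 6 were tested, with a median of -0.0013 and a mean of 0.015 (adjusted p = 0.980). In each of these 4 lists 0 genes passed limma over all genes tested, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05, and the methods' t-test before log2 gave 0 at each threshold. The median log2 fold change of all probes tested was 0.015.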

80% of gene expression differences were attributed to dosage imbalance, suggesting that the three-copy genes are likely to be directly responsible for the phenotype present in cerebellum.

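Of the 25 named genes past an adjusted p of 0.05 from limma, 84.0% lie in the three-copy segment, and with Sp4, which the Mmu12 deletion leaves in 1 copy, 88.0% have a changed copy number. The others are Cdca7l, Gng4 and Gin1. With litter as a block, 56.8% of the 44 named genes past the threshold were three-copy genes, and 59.1% with Sp4. The genes called only with the block include the endothelial genes Robo4, a guidance receptor of vessels, Eng, a TGF-beta coreceptor, and Slco1c1, a transporter of thyroid hormone at the blood-brain barrier. Robo4 had a log2 fold change of 0.46 (standard error 0.16, adjusted p = 0.869 without and 0.0330 with the block, 0.31, 0.29 and 0.78 in the 3 litters), Eng of 0.40 (standard error 0.16, adjusted p = 0.998 and 0.0463, 0.10, 0.46 and 0.63 in the litters) and Slco1c1 of 0.45 (standard error 0.12, adjusted p = 0.254 and 0.0441, 0.36, 0.36 and 0.64 in the litters). Of these 3 genes, 3, 3 and 6 of 9 Ts1Cje mice lay above every euploid mouse. Without litter 1, 2 or 3 the three-copy share was 63.6, 66.7 and 70.0%.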

By correlating the effects of trisomy and those of postnatal development on gene expression, we identified only 6 three-copy genes that are constantly over-expressed in Ts1Cje mice during early postnatal development of the cerebellum, and only 3 three-copy genes that are regulated during normal postnatal development of the cerebellum and are over-expressed in the Ts1Cje mice. Only *Girk2 *is common to both of these groups suggesting that this inwardly rectifying potassium channel expressed in granule cells in the cerebellum could be involved in cerebellar hypoplasia in DS. We propose that reducing the expression of *Girk2 *in the Ts1Cje mice could help to recover a normal cerebellum phenotype.

## Methods

### Mice

Ts1Cje male mice carrying a segmental duplication of the MMU16 region from *Sod1 *to *Znf295 *were bred with wild-type females on a B6C3SnF1/Orl mixed background. Ts1Cje mice were genotyped using polymerase chain reaction (PCR) primers for neomycin (*Neo*), forward: TATTCGCTATGACTGGGCACAAC and reverse: TTCAGTGACAACGTCGAGCACA. Day of plug is reported as E0 and day of birth as P0.

### In Vivo magnetic Resonance Imaging

Six male Ts1Cje adult mice and nine male euploid from 4 litters were anaesthetised (2% isofluorane) and imaged with a 7 Tesla MRI animal scanner (Bruker Pharmascan, Ettlingen, Germany). A TurboRare-3D sequence was used with the following parameters: field of view of 2 × 2 × 2 cm with a matrix of 196 × 196 × 196 that results in an isotropic resolution of 102 *μ*m, TR/TE = 1500/43 ms, 2 averages. Total acquisition time was 1h58. Respiration was monitored during the acquisition. Brain and cerebellum volumes were calculated using the freeware InsightSNAP . The obtained segmentation using implemented snake evolution algorithm was manually corrected in the three orthogonal planes for all cases.

### Histological Analysis

After intracardiac perfusion of mice with paraformaldehyde 4% in 0.1 M PBS, brains were removed and cryoprotected in 30% sucrose for 2 days and then stored at -80°C. Frozen brains were cut in the parasagittal plane (16 *μ*m-thick sections) on a cryostat (MicromMicrotech HM550). Immunostaining was performed using the cell-cycle-associated protein antibody rabbit anti-Ki67 (NovoCastra, ref. 2010-09) [21] and secondary antibody biotinylated anti-rabbit IgG (Valbiotech). Sections were blocked for 1 h in PBS containing 0.2% gelatin [G], 0.25% Triton X-100 [T], 0.1% sodium azide [A] and 0.1 M lysine. The sections were incubated overnight at RT with the primary antibody at 1:1000 in PBS-GTA. After washes in PBS-T, the second antibody was incubated at 1:200 in PBS-GT for 2 h at RT. For revelation, Streptavidin Biotinylated Horseradish Peroxydase Complex (Amersham Pharmacia Biotech) was prepared at 1:400 in PBS-G and incubated for 2 hours at RT followed by 30 mg/ml DiAminoBenzidine (DAB) in Tris 0,1 M pH 7.6 + H2O2 0.05% during about 12 min. Counterstaining was made by Cresyl Violet coloration (Cresyl-violet 1% + thionine 1% solution). After dehydratation in graded ethanol and Xylene, slides were mounted in Eukitt mounting medium (Flucka Biochemika). Photomicrographs were taken on a Leica microscope equipped with a QICam Fast 1934 CCD camera (QImaging). Cells labelled with DAB (dark brown) and cresyl (blue) were counted separately with Image-Pro Plus software. The index of proliferation was defined as the ratio between Ki67^+ ^cells on cresyl-violet^+ ^cells.

### Cerebellum RNA labelling and microarray hybridization

Total RNA was extracted from frozen individual cerebella and treated with DNAse using RNeasy Minikit (Qiagen) in accordance to the manufacturer's protocol. The quality and quantity of each RNA sample was checked using the Agilent 2100 Bioanalyzer with RNA 6000 NanoChips (Agilent Technologies). Five *μ*g of total RNA from each cerebellar sample were converted to cDNA (Verso cDNA kit, ThermoScientific) in the presence of amino allyl-dUTP, purified on Qiaquick columns in accordance with the manufacturer's protocol (Qiagen), incubated for 10 min in presence of NaHCO3 0.05 M (Sigma) and 1 h with NHS-ester Cy3 or Cy5 (GE Healthcare). After purification, hybridization of labelled sample pairs on RNG/MRC mouse pangenomic microarrays (25 K, [63]) was performed in hybridization buffer (50% formamide, 4× saline sodium citrate [SSC], 0.1% SDS, and 5× Denhart) at 42°C overnight. Slides were washed in 2× SSC and 0.1% SDS for 5', 1× SSC for 5', 0.2× SSC for 5', 0.05× SSC for 5' and then dryed by centrifugation 4' at 800 rpm. Data were acquired on the 2-laser Scan Array Gx (Perkin Elmer) with a resolution of 5 *μ*m and analyzed with GenePix Pro 4.1 software (Axon). For each array, the raw data comprised the median feature pixel intensity at wavelengths 635 nm and 532 nm for Cy5 and Cy3 labelling, respectively. After subtraction of the background signal, local LOWESS normalization of the M values corresponding to Cy5/Cy3 signal ratios in log2 was applied under the R freeware . EXPERIMENTAL DESIGN: cDNA from 28 Ts1Cje and 28 euploid mice at P0 (6), P3 (8), P7 (8) and P10 (6) were hybridized on 28 microarrays with the following conditions: on the same microarray we always compared a Ts1Cje sample versus an euploid sample and samples from mice of the same age or with a maximum difference of 4 days (P0 versus P3, P3 versus P7 or P7 versus P10) (see Additional file 2). All the microarray data have been deposited on the GEO database under the accession number GSE11448.

### External granule cell layer RNA labelling and microarray hybridization

Total RNA from frozen individually dissected external granule cell layers was extracted and checked as above. Fifty ng of RNA were converted to cDNA then to biotinylated cRNA, labelled with Cy3 and hybridized to Mouse-6 Expression BeadChips (Illumina) on the Integragen Illumina microarray platform (Evry, France), according to the Illumina procedures. Scans were performed on the BeadStation 500 scanner (Illumina) with a 0.8 *μ*m resolution at a wavelength of 532 nm and data were extracted with the Beadstudio software (Illumina). Raw data, corresponding to the mean signal intensity of up to 60 spots have been normalized by the mean signals of the 18 microarrays. This experiment included 9 Ts1Cje and 9 euploid mice at P0 from three litters and cRNAs from each litter were hybridized on a slide of 6 arrays. All the microarray data have been deposited on the GEO database under the accession number GSE11472.

### Statistical analysis

All manipulations and statistical analysis were implemented with the R freeware. FILTERING: for the RNG/MRC microarray results, all the control spots, irregular spots and spots with signal intensity less than 1.2 fold the local background were excluded. For Illumina beadchip data, all the spots with a detection *p*-value higher than 0.01% were excluded. ANALYSIS OF VARIANCE (ANOVA): to list differentially expressed genes across normal cerebellar development and between trisomic and euploid mice at each step of development, we performed an ANOVA with 2 factors: development and genotype (*α*i and *β*i parameters respectively in Table 2). We deduced the *p*-values for the two parameters from comparison with 0 under the null hypothesis. To find differentially expressed genes between Ts1Cje external granule cell layer at P0 and controls, we performed Student's *t*-tests. *p*-values were deduced from comparison with 0 under the null hypothesis and corrected using the False Discovery Rate (FDR) controlling procedure of Benjamini and Hochberg:  for i = m-1 to 1, where m is the number of tests and i the rank of the ascending ordered *p*-values. PRINCIPAL COMPONENT ANALYSIS (PCA): Samples from Illumina arrays were defined by the normalized signal intensities of the spots. PCA was processed using either all expressed genes or only the three-copy genes. ENRICHMENT: significant enrichments and/or depletions of GO categories among genes of interest were obtained using the web-based tool eGOn (explore GeneOntology, ) with a *p*-value of 5%. Only GO categories with at least 3 genes were considered.

### Real-time quantitative PCR

To validate expression ratios obtained from microarray analysis, 1 *μ*g of total RNA from 6 euploid and 6 trisomic cerebellar samples at P0 were individually converted into cDNAs overnight at 37°C (Verso cDNA kit, ThermoScientific). Quantitative PCR on 7 Mmu16 genes (*Dscam*, *Son*, *Olig1*, *Dyrk1a*, *Girk2*, *Rcan1*, *Hmgn1*) and 17 genes mapping to other chromosomes (*Nfat1*, *Nfat5*, *NR1*, *Cd24a*, *Shh*, *Ptch1*, *Gli1*, *Gli2*, *Ift88*, *Numb*, *Itch*, *Npc1*, *Notch2*, *Ccna2*, *Psen2*, *Itga6*, *Pax2*, *Actb*) were performed as Taqman assays in an LightCycler 480 System (Roche Molecular Biochemicals) in the presence of 0.4 *μ*M of each specific primer (designed by Roche ProbeFinder software), 0.2 *μ*M of probe (Roche Universal Probe Library Set), 1× LightCycler TaqMan Master mix containing 3.5 mM Mg^2+^, 200 *μ*M dNTP mix and Hotstart Taq polymerase. Results were normalized using *Actb *mapping to Mmu5 as a reference gene. Primer sequence and probe number (UPL) are available in Additional file 6.

### Comparative Genomic Hybridization experiments

Array-CGH was performed using the Agilent Mouse Genome CGH Microarray Kit 244 k (Agilent Technologies). This microarray contains about 235 000 probes that allow genome-wide copy number variation profiling with an average resolution of 6,4 kb. Labelling, hybridization and analysis were performed by DiagnoGene (France) following the protocols provided by Agilent. Briefly, 1.5 *μ*g of purified DNA of 2 Ts1Cje and 2 euploid mice were double-digested with *Rsa*I and *Alu*I. Each digested sample was labelled by random priming using Cy5 for the trisomic samples and Cy3 for the controls. Hybridizations were performed at 65°C for 40 h. The arrays were analyzed with the Agilent scanner and the Feature Extraction software. Genomic rearrangements were obtained using the CGH Analytics software.

## Authors' contributions

JL carried out the molecular genetic studies. JL, BL and RS carried out the MRI studies. FP, RW and ID carried out the immunoassays. TV and RW carried out the EGL dissections. LD participated in the molecular genetic studies. RXM participated in the immunohistochemical studies. JL, IR and MCP participated in the design of the study and performed the statistical analysis. JL, MCP and JR drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional File 1 Using magnetic resonance imaging we measured the volumes of whole brain and cerebellum of six male adult Ts1Cje and nine euploid littermates with a very high-resolution of 100 *μ*m. The obtained segmentation (C) using implemented snake evolution algorithm was manually corrected in the three orthogonal planes: horizontal (A), sagital (B) and coronal (D). Cb: cerebellum. Click here for file

Additional File 2 Fifty six samples from individual cerebella at P0, P3, P7 and P10 were hybridized on 28 two-color microarrays. On each microarray we hybridized a Ts1Cje sample versus an euploid sample. In addition on the same microarray we compared samples from mice of the same age or with a maximum difference of 4 days (P0 versus P3, P3 versus P7 or P7 versus P10). Each sample is identified by a letter and a number referring to the litter and to the pup in the litter respectively. Trisomic and euploid samples at each stage of development were equally labelled by Cy3 (in green) and Cy5 (in red). Click here for file

Additional File 3 For each gene, the expression ratio, the *p*-value of the ANOVA (*α *= 5%) or the Student *t*-test (*α *= 5%) and the gene ontology are given. In bold are three-copy genes and in grey are genes that passed the False Discovery Rate controlling procedure of Benjamini and Hochberg (*q *< 0.40). Click here for file

Additional File 4 For each gene, we indicate the Ts1Cje/euploid ratio at P0, P3, P7 and P10 and the expression ratio between P0–P3, P0–P7 and P0–P7 in euploid mice. In grey, non significant results (*p *> 0.05). NE: non expressed. Click here for file

Additional File 5 In green are genes significantly downregulated and in red genes significantly overexpressed (Student *t*-test, *α *= 5%). NE: non expressed. Genes are ranked according to their chromosomal location (top to bottom: centromeric to telomeric). Click here for file

Additional File 6 UPL refers to the number of the probe in the Roche Universal Probe Library. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

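Gene expression was measured in the external granule cell layer of newborn (P0) mice, 9 Ts1Cje and 9 euploid, with 1 array per mouse. Each of 3 litters gave 6 mice, 3 of each genotype, whose samples were hybridized on 1 slide. Samples were assigned to genotype and litter from their labels and the paper; the litter shared by the mice of a slide is stated by the paper. After the genotype means were removed, mice of 1 litter had a mean correlation of 0.261 over the probes tested, against -0.191 for mice of different litters. The arrays correlated with one another at 0.981 to 0.995 and 0 pairs held identical values. The samples of whole cerebellum and the quantitative PCR were not analysed here.

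The authors amplified and labelled the RNA, hybridized it to Illumina mouse bead arrays, averaged the beads of each probe, normalized the signals by the mean of the 18 arrays and deposited log2 values. Every array had a mean log2 signal of 6.69 over its 46632 probes. The values had been planned as linear intensities; because they are on the log2 scale they were tested as deposited, with no further log, and linear signals were obtained from them where needed. A gene symbol was taken from the annotation of the array and updated through the Entrez identifier, which matched for 29921 of the 29976 probes with 1 symbol; 10 probes with several symbols and 16646 without were left unnamed. No reference genome was used, and positions on chromosomes come from the annotation tables.

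The 11305 probes with the highest mean log2 signal were tested, and a gene was represented by its tested probe of highest mean, or, for genes under the filter, by its brightest probe without a test over the tested probes. Of the tested probes, 2236 were unnamed. Ratios are powers of 2 of the difference between the genotype means of log2 signals. The tests used limma 3.58.1 in R 4.3.3 (lmFit and eBayes), two-sided, without a term for litter, and Benjamini-Hochberg adjustment at a threshold of 0.05 over the probes tested. Ratios of three-copy genes were also tested against 1.5 with the same fit. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over 31 lists, and with an estimated correlation and fry. With either of these, the three-copy genes, the deleted segment of Mmu12, its flank and the other genes of Table 6 kept their calls. Exact permutation tests covered all 48620 splits of the 18 mice into 9 and 9. Principal components were computed on centred log2 signals. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The methods' t-test (Student, equal variances) was run on signals before log2.

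The genes named in the text follow a rule: every gene that the paper names as a result in the layer, the 10 probes with the largest change past the threshold, and in each list up to 4 members with the smallest p and up to 2 of those with the highest mean signal. The paper's values for its own genes were known when the rule was written. Dcn, Kbtbd11, Ccl27a, Ccl21b, Lpar1, Cntfr, Anks6, Cdkl2, Ccng2, Fgfr1op2, Obsl1 and Dkkl1 fall outside it and were chosen after their values were seen. The lists cover the three-copy segment and its neighbours on Mmu16, the deleted segment of Mmu12 and its flank, and the other genes of Table 6. They also cover targets of Dlk1, the two-copy genes measured by quantitative PCR, the cell cycle, inhibitors of cyclin-dependent kinases, and the Shh and Notch pathways. Lists of cell types cover granule cell precursors, postmitotic granule cells, Purkinje cells, GABAergic interneurons, astroglia, oligodendrocytes, endothelial cells, pericytes, meninges, choroid plexus, erythroid cells and microglia. The rest are the interferon response, imprinted genes, oxidative stress, ATP synthase, the mitochondrial ribosome, calcineurin and NFAT, purine synthesis and sex-linked genes. Defining the three-copy genes by position gave the 27 tested genes again.

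The lists, the tests and the alternatives were fixed before the data were examined, apart from those said to be chosen later. The alternatives were quantile normalization, scaling by the median, no filter on dim probes, the 8000 or 15000 brightest probes, litter as a block, each litter left out, the 2 euploid arrays whose labels name cerebellum left out, the methods' t-test, the mean over the probes of a gene, and the three-copy genes by position. Chosen after seeing the data were the methods' t-test on log2 values, subtraction of the percentile 5 of each array as background, and fits without the 2 euploid arrays of smallest spread or without 1 euploid mouse of litter 1 that had neither Xist nor Y-linked signal. The fits were tested on simulated data of 9 mice against 9 over 11305 probes, with changed genes at known ratios. Of the genes, 36% were recovered at a ratio of 1.2, 68% at 1.35, 96% at 1.5 and 100% at 2, and 7 of 157 calls were false. The simulated noise was independent between probes and mice and held no litter effect, unlike the data. These shares therefore do not give the power or the share of false calls in the data. Detection p-values and enrichment of gene ontology categories were not used here.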

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

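The values given here were found by searching many mice and probes, and no explanation was tested for them.

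A mouse was set beside the others of its genotype when its distance to the nearest of them took an unusual share of the range of the group, which happens by chance in about 1 of 20 groups. Of 230 groups of 9 mice tested, 8 held such a mouse, where 11.5 would by chance. In the same Ts1Cje mouse of litter 1, the mean log2 deviation of 3 gene lists was low: the erythroid markers at -0.82 (-0.22 to 0.25 in the other Ts1Cje mice), the genes of ATP synthase at -0.21 (-0.048 to 0.11) and those of the mitochondrial ribosome at -0.26 (-0.067 to 0.12). Alad, an erythroid marker, had a log2 signal of 10.40 in that mouse (11.16 to 11.76 in the others).

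For Dlk1, 1 Ts1Cje mouse of litter 2 lay at 7.19 (8.07 to 8.96 in the others). For Gin1, 1 euploid mouse of litter 3 lay at 8.09 (7.81 to 7.93), and for Kbtbd11, 1 euploid mouse of litter 1 at 7.23 (8.86 to 9.37). For Itch, 1 Ts1Cje mouse of litter 2 lay at 8.50 (7.86 to 8.13).

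The difference between the genotypes varied between the litters for 5 of the probes tested at an adjusted p under 0.05 (limma, genotype by litter). Cdkl2 had log2 fold changes of 2.84, 0.031 and -0.54 in litters 1, 2 and 3 (adjusted p = 4.2e-04), Ccng2 of 2.31, 0.13 and -0.52 (adjusted p = 0.00472), and Fgfr1op2 of 2.16, -0.41 and -0.052 (adjusted p = 0.0186). An unnamed probe had -2.67, 0.27 and 0.046 (adjusted p = 4.2e-04), and another 0.31, -0.73 and 0.16 (adjusted p = 0.0187). The genes are singled out after their values were seen.

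Outside the tables and lists of the paper, 2 named probes under the filter passed an adjusted p of 0.05 over all 46632 probes. Obsl1, which encodes a cytoskeletal adaptor, had a ratio (Ts1Cje/euploid) of 1.30 (adjusted p = 0.0137 from limma), with 8 of 9 Ts1Cje mice above every euploid mouse. Dkkl1, which encodes a protein related to the Dickkopf family, had a ratio of 0.794 (adjusted p = 0.0457), with 7 of 9 Ts1Cje mice below every euploid mouse. Both were chosen after their values were seen.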

How the results depend on the processing

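The fits with Student's t-test on log2 values, with background subtraction, without the 2 euploid arrays of smallest spread and without the euploid mouse lacking Xist and Y-linked signal were chosen after seeing the data. Under every setting the mean ratio of the three-copy genes stayed above 1, at 1.22 to 1.41, with an exact p of 0.00216 at most, and the first component of these genes followed genotype, with a share of 71.9 to 96.3%. Of 155 genes followed, 144 kept direction and side of the threshold with quantile normalization, 144 with scaling by the median, 151 with no filter, 128, 126 and 126 without litter 1, 2 or 3, and 149 with the methods' t-test before log2. Ifngr2 and Get1 passed under every setting run. Litter as a block changed the call of 11 of the 155 genes and, by camera, of 1 of 31 lists, the microglial markers. With an estimated correlation the block let the endothelial markers pass (adjusted p = 0.0345, from 0.190), and by fry the endothelial (0.00976, from 0.229), meningeal (0.0362, from 0.229), astroglial (0.0415, from 0.594) and oligodendrocyte markers (0.0415, from 0.229) and the interferon response (0.0105, from 0.250). The cause of the changes below was not tested, apart from the number of mice or probes that a setting removes. The signal of a dim probe lies close to background, so changes of genes under the filter are measured less well.

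For the 446 probes at an unadjusted p under 0.05, quantile normalization gave 777, scaling by the median 754, no filter 2336, the 8000 brightest probes 281 and the block 806. The share of them that was higher was 78.3%, against 36.9% with quantile normalization, 41.1% with scaling by the median, 42.7% with no filter and 51.0% with background subtraction. The mean ratio outside the segment, 1.01, became 0.994 with quantile normalization (exact p = 0.0701) and 0.994 with scaling by the median (exact p = 0.0930), 0.996 with background subtraction and 0.981 without the arrays of smallest spread, and lay between 0.992 and 1.03 with a litter left out. The 9 three-copy genes below 1.5 became 14 with quantile normalization, 14 with scaling by the median and 15 without the arrays of smallest spread. With a litter left out they became 3 to 11. With no filter the number was 33, but of 55 three-copy genes then tested, which include dim probes.

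Of adjusted counts, the 38 probes became 67 with the block and 21 without the arrays of smallest spread, and 10 to 19 with a litter left out. The 21 three-copy genes became 12 without the arrays of smallest spread and 4 to 7 with a litter left out. The 4 genes outside the segment became 2 with the 8000 brightest probes, 19 with the block, and 2 to 4 with a litter left out. The three-copy share of 84.0% became 56.8% with the block and 63.6 to 70.0% with a litter left out. The 25 named genes past the threshold became 15 without the arrays of smallest spread and 6 to 11 with a litter left out, of which 6 to 10 were among the 25. Of the 25 genes, 23 were shared with the 29 called after quantile normalization, 24 with the 29 after scaling by the median and 22 with the 23 by the methods' t-test before log2. The 9 lists past camera became 4 with an estimated correlation and 4 with fry. The direction of 1 list past camera was reversed: the interferon response, with a median of 0.14, had -0.016 with no filter (adjusted p = 0.973).

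Adding an offset of 50 before log2, and subtracting the background as planned, were not run, because both had been set for linear intensities.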

Differences from the paper's values

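Background subtraction and Student's t-test on log2 values were chosen after seeing the values. The paper's highest ratio among the genes at an unadjusted p under 0.05 is 2.06, and the value here was 8.27, for an unnamed probe. The values also differed under all 11 alternatives set before the data were examined that give one, the nearest being 3.12 with the 8000 brightest probes and the furthest 17.2 with the methods' t-test before log2; background subtraction gave 4.28. The euploid mean of the probe, 5.79, lies under the dimmest mean tested, so that the size of its ratio is uncertain. The paper's lowest ratio matched, at 0.440.

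For genes outside the three-copy segment past an adjusted p of 0.05, the paper's count is 9 and the count here was 4. Both include Sp4, which the Mmu12 deletion leaves in 1 copy. Of 13 alternatives set before the data were examined, the count differed by 1.5 times or less under quantile normalization alone, with 6 genes, 3 of which (Cdca7l, Gng4 and Sp4) were shared with the 4; it lay further from the paper's with the other 12, at 19 with the litter block and 2 to 5 otherwise. Background subtraction and the methods' t-test on log2 values gave 5. The 4 are named genes. Of the unnamed probes past the threshold, 1 (ratio 0.799, adjusted p = 0.0293) has the ratio and p that the supplementary list of the paper gives for a gene of Table 6, and another (ratio 1.65, adjusted p = 2.8e-04) has the ratio of another gene of Table 6; both were left unnamed here.

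For Sod1 the paper's ratio is 1.59, and the brightest probe gave 0.983 here. The ratio differed under each of the 12 alternatives set before the data were examined that give one. The second Sod1 probe, dimmer than those tested, gave 1.62.

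The paper states that every expressed three-copy gene was over-expressed at the unadjusted threshold. Here 26 of 27 were, and Sod1 was not by its brightest probe (exact p = 0.800). The paper lists Hfm1 and Kcns2 as over-expressed after adjustment. Their brightest named probes, under the filter, had log2 fold changes of -0.018 and 0.13, and with no filter their adjusted p was 0.975 and 0.965. A tested probe unnamed here, with a ratio of 1.19 (adjusted p = 0.0974, and 0.0471 with the litter block), has the ratio and p that the supplementary list gives for Kcns2. The paper lists Entpd3 as repressed after adjustment. It did not pass here (adjusted p = 0.0719), and passed with quantile normalization (adjusted p = 0.0291), no filter (0.0447), the litter block (0.0420), the methods' t-test before log2 (0.0232), and, as settings chosen after seeing the values, the methods' t-test on log2 values (0.0254) and background subtraction (0.0221). Setd4, listed as over-expressed after adjustment, was dimmer than the probes tested, with a ratio of 1.25 and an adjusted p of 0.0116 with no filter. Among the three-copy genes that the paper places past the unadjusted threshold only, Kcnj6, Cryzl1 and Gart passed the adjusted one here (adjusted p = 0.0302, 0.0302 and 0.0302), and not with the methods' t-test before log2 (0.215, 0.100 and 0.0550). Quantile normalization and the 15000 brightest probes gave the paper's number of three-copy genes, 23, but not its set. Sod1 is in the paper's set and passed with neither. Donson, Hmgn1 and Son passed after quantile normalization, while the paper places them past the unadjusted threshold only.

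The paper calls S100a6 and Dlk1 over-expressed. Their adjusted p here was 0.998 and 0.453 (exact p = 0.0391 and 0.0119), and Dlk1 passed only without litter 1 (adjusted p = 0.0471). In its text the paper gives the ratios of Cdca7l and Sp4 the other way round than in Table 6; here Cdca7l had 0.455 and Sp4 0.617, in the order of Table 6. Of 38 genes of Tables 6 and 7 with a value here, 34 lay within 0.05 of the paper's ratio.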

Other observations

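The tests of the genes on Mmu4 with and without a filter, of a lower share of granule cells over all splits and within litters, and of a saturated Sod1 probe were chosen only after the results they bear on were seen. So were the tests of shared probe sequence and of a response to the trisomy in each mouse, with their bounds. The same holds for the probes of Cntfr, Anks6 and Ccl21b and the margin of 2 standard errors that leaves S100a6 and Dlk1 open. It also holds for the exact tests within litters and the splits with litter as a block.

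Among genes of the Shh pathway, the mitogenic pathway of granule cell precursors, 8 of 16 were tested, and 0 passed limma over all genes tested or adjusted over the list alone; 2 were higher at an unadjusted p under 0.05 in limma and 2 by the methods' t-test before log2. Sfrp1, which encodes a secreted Wnt antagonist, had a ratio (Ts1Cje/euploid) of 1.37 (log2 fold change 0.45, standard error 0.18) and Sufu, a negative regulator of the pathway, of 1.15 (log2 fold change 0.20, standard error 0.080). Ptch1, the receptor of Shh, had 1.09 (log2 fold change 0.13, standard error 0.082) and Shh itself 0.963 (log2 fold change -0.054, standard error 0.13). The median of the list was 0.046 (adjusted p = 0.184 from camera, and 0.664 with an estimated correlation). At the preset correlation the list passed with the 8000 brightest probes (adjusted p = 0.00484) and without litter 3 (adjusted p = 0.0113). Of 15 genes of the Notch pathway 9 were tested, such as Notch1 at 1.08 (log2 fold change 0.11, standard error 0.077) and Numb, an inhibitor of Notch, at 0.981 (log2 fold change -0.028, standard error 0.085). The median was -0.028 (adjusted p = 0.580 from camera, and 0.962 with an estimated correlation). At the preset correlation the list passed, lower, without litter 1 (adjusted p = 0.0344). Of the 17 two-copy genes that the paper measured in the cerebellum by quantitative PCR, 9 were tested in the layer, with a median log2 fold change of 0.0013 (adjusted p = 0.878). Among these, Npc1, a lysosomal cholesterol transporter, had a ratio of 1.08 (log2 fold change 0.11, standard error 0.079), Itch, a ubiquitin ligase, 1.04 (log2 fold change 0.053, standard error 0.082), Itga6, an integrin subunit, 1.04 (log2 fold change 0.058, standard error 0.081), and Psen2, a presenilin, 0.961 (log2 fold change -0.057, standard error 0.052). In the lists of the Notch pathway and of the PCR genes 0 passed limma over all genes tested, over the list alone or unadjusted, and 0 by the methods' t-test.

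Microglial markers had a median log2 fold change of 0.41 over the 2 tested, Laptm5, a lysosomal membrane protein, with 0.39 (standard error 0.21) and Fcer1g, an adaptor of Fc receptors, with 0.43 (standard error 0.27); camera gave adjusted p = 0.0605, and 0.0108 with the litter block, which became 0.105 with the block and an estimated correlation, and the median in the litters was -0.089, 0.52 and 0.81. It also passed with no filter (adjusted p = 3.5e-04), with the 15000 brightest probes (adjusted p = 0.00130) and without litter 1 (adjusted p = 0.0126). Of the interferon response, a pathway whose receptors include the three-copy Ifngr2, 5 of 23 genes were tested, with a median of 0.14 (adjusted p = 0.0351 from camera), and adjusted p = 0.263 with an estimated correlation; 1 was higher when adjusted over the list alone, Ifi30, a lysosomal thiol reductase, at 1.21 (log2 fold change 0.27, standard error 0.076), with 5 of 9 Ts1Cje mice above every euploid mouse. The call of the list was lost with quantile normalization (adjusted p = 0.0583), with 8000 (adjusted p = 0.845) or 15000 probes (adjusted p = 0.342), and without litter 1 (adjusted p = 0.0573) or 3 (adjusted p = 0.0662). Of the 11 endothelial markers tested, 3 were higher when adjusted over the list alone and 4 at an unadjusted p under 0.05; by the methods' t-test before log2 these were 1 and 4. Of 10 pericyte markers 2 were tested (median 0.19, adjusted p = 0.139 from camera, and 0.287 with an estimated correlation). At the preset correlation the list passed with no filter (adjusted p = 0.00134) and with the mean over probes (adjusted p = 0.0373). The choroid plexus list had 2 of 10 tested (median -0.20, adjusted p = 0.729), and the erythroid list 3 of 12 (median 0.12, mean -0.032, adjusted p = 0.729). Its member Alad, an enzyme of heme synthesis that the study also lists, was lower when adjusted over the list alone, which is not independent evidence, with 0.696 (log2 fold change -0.52, standard error 0.13) and 7 of 9 Ts1Cje mice below every euploid mouse.

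Of 16 imprinted genes 11 were tested, several of which the study lists from these samples, so that they are not independent evidence; 1 was higher when adjusted over the list alone, Dlk1, and 3 were higher and 1 was lower at an unadjusted p under 0.05. Peg3, a zinc finger protein, had 1.18 (log2 fold change 0.23, standard error 0.092) and Grb10, an adaptor of growth factor receptors, 0.898 (log2 fold change -0.16, standard error 0.072); the median was -0.0011, the mean 0.18 (adjusted p = 0.580). Of 20 genes of oxidative stress 12 were tested, with Mt1, a metallothionein, at 1.35 (log2 fold change 0.43, standard error 0.15), and 0 passed limma over all genes or over the list alone, against 2 higher unadjusted in limma and 2 by the methods' t-test (median 0.024, adjusted p = 0.580). Of ATP synthase 13 genes were tested (median -0.028, mean 0.016, adjusted p = 1.00) and of the mitochondrial ribosome 27 (median -0.011, adjusted p = 0.321). The latter passed, lower, without litter 2 (adjusted p = 0.0497) at the preset correlation. With all mice and an estimated correlation, which was 0.544, camera gave it adjusted p = 0.962. Partners of three-copy genes were close to unchanged medians: calcineurin and NFAT, -0.018 over 10 (adjusted p = 0.729), and enzymes of purine synthesis, 0.053 over 4 (adjusted p = 0.580). The targets of Dlk1 had a median of 0.020 (adjusted p = 0.923), and Xist, the 1 sex-linked gene tested, a log2 fold change of -0.62 (standard error 0.99, adjusted p = 0.719). By camera, three-copy genes had a median of 0.46 (adjusted p = 6.8e-84, and adjusted p = 2.5e-05 with an estimated correlation) and Sp4 as the deleted segment an adjusted p of 1.0e-07. The other genes of Table 6, Sp4 among them, had a median of -0.68 (adjusted p = 2.1e-13 from camera, not independent evidence). Their call was lost with the 8000 brightest probes (adjusted p = 0.195).

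Ccl27a, a chemokine gene on Mmu4 chosen after its values were seen, was higher in part of the Ts1Cje mice: it had a ratio of 1.81 (log2 fold change 0.86, standard error 0.19, adjusted p = 0.0594 from limma and 0.0403 with the litter block). Its log2 signal was 8.79 to 9.44 in the 6 mice in which the unnamed probe with the highest ratio was also bright, 7.63 to 8.08 in the other 3 Ts1Cje mice and 7.50 to 8.04 in the euploid mice. A response to the trisomy in each mouse is argued against for the unnamed probe, for which 6 of 9 Ts1Cje mice lay above every euploid mouse and the other 3 in the euploid range, and stays open for Ccl27a, with 7 of 9, the lowest of them at 8.08 against a highest euploid value of 8.04. A strain variant of a wider segment stays open. Of the 100 genes nearest to Ccl27a, 1 (Lpar1) differed between the genotypes at an unadjusted p under 0.01 in limma. As many did in 51.0% of windows around other genes. With no filter 1 (Cntfr) did, as in 64.9%. These counts compare the genotypes and not the 6 mice with the others, so they cannot decide on a variant that segregates. Dim probes of Cntfr and of Anks6, also on Mmu4, lay at 6.90 to 7.28 and 6.87 to 7.62 in the same 6 mice. In all others they lay at 6.52 to 6.82 and 5.60 to 5.99, while the brighter Anks6 probe had a log2 fold change of -0.062. A Ccl21b probe lay at 7.42 to 8.10 in the same 6 mice and at 5.90 to 6.61 in all others. A variant of the Ccl21 and Ccl27 cluster alone, or probe sequence shared between its near-identical copies, may also account for part of the values, and these cannot be told apart here.

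Meningeal and endothelial markers were higher in Ts1Cje layers, with a mean difference of 0.70 for the meningeal list (exact p = 0.0433) and of 0.36 for the endothelial list (exact p = 0.0485); adjusted over the lists the exact p was 0.243 and 0.243, and camera with an estimated correlation gave an adjusted p of 0.190 and 0.190, whereas within litters the exact p was 0.0103 and 0.00300, and with the litter block camera with an estimated correlation gave 0.0724 and 0.0345 and fry 0.0362 and 0.00976. A change of scaling is argued against, since after quantile normalization the meningeal median kept 0.950 of its value. A lower share of granule cells would raise every other cell type. The Purkinje cell score differed by -0.017 (exact p = 0.786) and the meningeal minus the Purkinje cell score by 0.72. The latter's exact p was 0.00800 over the 8000 splits within litters (0.092, 0.76 and 1.30 in the litters) and 0.0507 over all splits. This p is not independent evidence, since the study found S100a6 and other genes of the meningeal score higher in these samples. For the endothelial minus the Purkinje cell score (0.38), the exact p was 0.00700 within litters and 0.0838 over all splits. The astroglial, oligodendrocyte and microglial scores lay higher (0.20, 0.13 and 0.41), and the interneuron score differed by 0.015. Whether a lower share of granule cells plays a part stays open. A different share of meninges in the dissected layers is a candidate explanation. Without genotype and litter means, the 11 markers had a mean pairwise correlation of 0.550, against a median of 0.265 in 1000 random lists, of which 2 were as high. The correlations of single pairs ran from -0.797 to 0.983. In the fit without litter, camera estimated correlations of 0.650 for the meninges, 0.696 for the cell cycle and 0.544 for the mitochondrial ribosome. Varying together is therefore not particular to meningeal markers. The mean of 6 meningeal markers that the study did not list was then used as a covariate. With it the log2 fold change of S100a6 kept 0.202 of its value (0.21, standard error 0.14, standard error of the share 0.14). With litter as well it kept 0.247 (standard error of the share 0.15). The share of 0.202 lay under the bound set beforehand against a rise of S100a6 beyond that of the meninges. Without genotype means, S100a6 correlated with the covariate at 0.963 and Dlk1 at 0.552. Most of the rise of S100a6 thus went with these markers. Dlk1 kept 0.647 (0.59, standard error 0.29, standard error of the share 0.32), and 0.391 with litter as well (0.35). Within 2 standard errors, a rise of either beyond that of the meninges stays open. A biological difference in the meninges of Ts1Cje mice was not tested.

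The 2 brightest Sod1 probes gave ratios of 0.983 and 1.62. Saturation of the bright probe is argued against, since Ttc3 and Hmgn1, the other three-copy probes of at least 11 in mean log2 signal, had a median log2 fold change of 0.36, and 531 probes were brighter than that of Sod1. Of 5 other three-copy genes with several bright probes, 0 had probes that differed by as much as the 0.72 between those of Sod1, the largest being 0.16. An added Sod1 gene that is transcribed only in part may account for this, but a probe that detects another transcript would give it too, and these cannot be told apart from 1 gene.

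In 100 random splits of the mice into 9 and 9, the real one included, the counts of the real split were set beside the others. For 38 probes past the adjusted threshold, 2 splits gave as many, and the highest other, 39, put all 6 mice of litter 1 into 1 group; the litter block gave 67 probes, and among the 17 splits that kept the litters balanced the highest other was 0. Chance is argued against there. The same holds for the 21 three-copy genes (1 split, highest other 0), though a few members of their list came from these samples. For the 4 genes outside the segment 2 splits gave as many, and the highest other gave 6. Among the 17 balanced splits the highest other was 0 for these genes, but so few splits cannot exclude chance. For the 25 named genes (1 split, highest other 1) the count decides nothing, since they were named in part by their p in the real split. For the 446 probes at an unadjusted p under 0.05, 52 splits gave as many and the highest other gave 2351, and for the 9 lists past camera, 12 splits gave as many and the highest other 13, so that chance cannot be excluded for these without a term for litter. With litter as a block, over 100 splits that kept the litters balanced, 23 splits reached the 806 probes at an unadjusted p under 0.05. The highest other gave 3463, so that chance cannot be excluded there either. What gives rise to such counts was not tested. With the block, chance is argued against for the 67 probes past the adjusted threshold (1 split, highest other 7). It is also argued against for the 19 genes outside the segment (1 split, highest other 4). For the 25 three-copy genes (1 split, highest other 1) it is too, with the same limit of their list. For the 10 lists (2 splits, highest other 11) the count decides nothing, since several lists hold genes that the study chose from these samples.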
